# Dipotassium Glycyrrhizate Improves Intestinal Mucosal Healing by Modulating Extracellular Matrix Remodeling Genes and Restoring Epithelial Barrier Functions

**DOI:** 10.3389/fimmu.2019.00939

**Published:** 2019-04-26

**Authors:** Laura Stronati, Francesca Palone, Anna Negroni, Eleonora Colantoni, Anna Barbara Mancuso, Salvatore Cucchiara, Vincenzo Cesi, Sara Isoldi, Roberta Vitali

**Keywords:** dipotassium glycyrrhizate, mucosal healing, DSS-induced colitis, plaur, VTN

## Abstract

Gut mucosal healing (MH) is considered a key therapeutic target and prognostic parameter in the management of inflammatory bowel disease (IBD). The dipotassium glycyrrhizate (DPG), a salt of the glycoconjugated triterpene glycyrrhizin, has been shown to inhibit the High Mobility Group Box 1 (HMGB1) protein, an allarmin strongly implicated in the pathogenesis of most inflammatory and auto-immune disorders. Here we discuss new insights on how DPG acts on MH comparing the acute phase and the recovery phase from experimental colitis in mice. We found that DPG strongly accelerates MH by differently regulating pro-inflammatory (CXCL1, CXCL3, CXCL5, PTGS2, IL-1β, IL-6, CCL12, CCL7) and wound healing (COL3A1, MMP9, VTN, PLAUR, SERPINE, CSF3, FGF2, FGF7, PLAT, TIMP1) genes as observed only during the recovery phase of colitis. Relevant issue is the identification of extracellular matrix (ECM) remodeling genes, VTN, and PLAUR, as crucial genes to achieve MH during DPG treatment. Furthermore, a noticeable recovery of intestinal epithelial barrier structural organization, wound repair ability, and functionality is observed in two human colorectal adenocarcinoma cell lines exposed to DPG during inflammation. Thus, our study identifies DPG as a potent tool for controlling intestinal inflammation and improving MH.

## Introduction

Inflammatory bowel diseases (IBD), are complex disorders of the gastrointestinal (GI) tract whose major phenotypes are Crohn's disease (CD), and ulcerative colitis (UC). IBD are featured by chronic inflammation which may result in irreversible mucosal damage, disability, and heightened incidence of colitis-associated neoplasias (1, 2).

Recent studies have identified gut mucosal healing (MH) as key therapeutic target and prognostic parameter in the management of IBD. Indeed, current and novel treatment options are considered and selected by their efficacy in inducing MH (3–5). The structural basis of MH is the restitution of gut epithelium that prevents translocation of commensal bacteria into the mucosa and subsequent immune-stimulation (6, 7). Achieving MH also prompts better long-term results, such as less hospitalization and surgery as well as better quality of life, with a critical impact on the natural history of the disease (8).

Intestinal cells undergoing severe inflammation release cytokines and other factors, including damage-associated molecular pattern molecules (DAMPs), that, in turn, activate inflammatory signaling pathways such as NF-κB. High Mobility Group Box-1 (HMGB1) is a DAMP prototype that normally resides in the nucleus, where it functions as a structural co-factor critical for proper transcriptional regulation in somatic cells. However, under appropriate signal stimulation, HMGB1 is released into the extracellular milieu and activates the immune system promoting inflammation (9, 10). Indeed, HMGB1 has been implicated in several inflammatory and auto-immune disorders, such as sepsis syndromes, rheumatoid arthritis, systemic lupus erythematosus and ankylosing spondylitis (11). Thus, inhibition of HMGB1 might represent a promising clinical approach for treating tissue inflammation (12, 13).

Recently, our group showed that HMGB1 is highly expressed in the inflamed intestinal tissues of CD and UC patients (14–16). Moreover, we showed that the dipotassium glycyrrhizate (DPG), a salt of the glycoconjugated triterpene glycyrrhizin (GL), a major active constituent of *Glycyrrhiza glabra* root, significantly improves the experimental colitis in mice by inhibiting HMGB1 (17).

The aims of the present study were: (1) to identify genes involved in MH pathways modulated by DPG in mice with DSS-induced acute colitis; (2) to investigate *in vitro* the outcome of DPG on MH by analyzing the impairment of epithelial cell migration, morphology, and functionality during inflammation; (3) to determine potential different effects of DPG on MH genes during a recovery phase following the DSS-induced colitis in mice; (4) to identify *in vitro* the DPG-affected genes that are crucial for efficient MH.

## Materials and Methods

### Animals

C57BL/6 female mice (8–9 weeks of age; Harlan Laboratories, Udine, Italy) were housed in collective cages at 22/21°C under a 12-h light/dark cycle and with food and water provided *ad libitum*.

#### Induction of Acute Colitis

Mice were given 3% dextran sodium sulfate (DSS, molecular mass, 36,000–50,000 Da, MP Biomedicals, Santa Ana, CA), dissolved in autoclaved drinking water, for 7 days and then sacrificed. Mice, 8 for group, were randomly divided into three groups: (1) control group received regular drinking water; (2) mice treated with 3% (w/v) DSS; (3) mice treated with 3% DSS and 8 mg/kg/day DPG (DMG Italia Srl, Pomezia, italy), diluted in Phosphate Buffered Saline (PBS), administered by oral gavage.

#### Recovery After DSS-Induced Colitis

Mice, were given 3% DSS in drinking water for 5 days followed by 9 days of regular water or 8 mg/kg/day DPG, administered by oral gavage; mice were divided into the following groups (5 animals per group): (1) mice treated with DSS for 5 days and then sacrificed; (2) mice treated with DSS for 5 days, then DSS was removed and animals were treated with a vehicle (PBS) at 6, 24 (day 6), 72 (day 8), 144 (day 11), 216 (day 14) hours and then sacrificed; (3) mice treated with DSS for 5 days, then DSS was removed and animals were treated with 8 mg/kg/day DPG at 6, 24 (day 6), 72 (day 8), 144 (day 11), 216 (day 14) hours and then sacrificed.

#### Assessment of DSS-Induced Colitis and Histological Score

Animals were daily examined and the clinical score (CS) was assessed by evaluating stool consistency (0 for normal stool, 1 for moist/sticky stool, 2 for soft stool, 3 for diarrhea), presence of blood in stools (0 for no blood, 1 for evidence of blood in stools or around anus, and 2 for severe bleeding) and general appearance of the animal (0 was assigned if normal, 1 for ruffled fur or altered gait, 2 for lethargic or moribund), according to Maxwell et al. (18). Mice were daily weighed, and the percentage of weight loss was calculated in relation to the starting weight. The 7th day, animals were euthanized, colon removed and examined for weight and length. Distal colonic specimens were frozen in liquid nitrogen and stored at −80°C for further analyses. For histological analysis, samples were fixed immediately in a 10% (w/v) formalin solution and embedded in paraffin, sectioned (4 μm thickness), mounted on glass slides. Slices were stained using standard hematoxylin and eosin (H&E) techniques. Samples were analyzed by light microscopy and scored according to Maxwell et al. (18).

### Ethic Statement

Experimental procedures were previously approved by the Ministry of Health and the study was carried out in accordance with the Italian regulations on animal welfare. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Italian National Agency for New Technology, Energy and Sustainable Economic Development (ENEA-Permit Number: 1175/2016-PR).

### RT2 Profiler PCR Array on Genes of Wound Healing Pathway

Total RNA was isolated from mouse colonic tissues using the RNeasy Microarray tissue kit (Qiagen), and 1 μg of total RNA was reverse transcribed by the RT2 First Strand Kit (Qiagen). Samples were analyzed by a RT2 Profiler PCR array (Qiagen) to evaluate the expression levels of a panel of 84 genes central to MH response. Gene list: *Extracellular Matrix (ECM) and Cell Adhesion Molecules:* ECM Structural Constituents: COL14A1, COL1A1, COL1A2, COL3A1, COL4A1, COL4A3, COL5A2, VTN; ECM Remodeling Enzymes: Cathepsin G, Cathepsin K, Cathepsin V, F3 Coagulation Factor III, F13A1, FGA, MMP1, MMP2, MMP7, MMP9, PLAT, PLAU, PLAUR, PLG, PAI-1 (SERPINE), TIMP1; Cell Adhesion Molecules: CDH1, ITGA1, ITGA2, ITGA3, ITGA4, ITGA5, ITGA6, ITGAV, ITGB1, ITGB3, ITGB5, ITGB6; Cytoskeleton Regulators: RAC1, ACTA2 (α-SMA), ACTC1, TAGLN; *Inflammatory Cytokines and Chemokines:* C-C motif chemokine 7, CCL12 (MCP-1), CD40LG (TNFSF5), CXCL1, CXCL11, CXCL2, IFNG, IL-10, IL-1B, IL-2, IL-4, IL-6, MIP-2BETA (CXCL3); *Growth Factors:* CTGF, ANGPT1, GM-CSF (CSF2), CSF3 (GCSF), FGF2, FGF7, FGF10, HGF, IGF1, MIF, TGFA, TGFB1, TNF, PDGFA, VEGFA; *Signal Transduction:* TGFβ Signaling: TGFB1, STAT3; WNT Signaling: CTNNB1, WISP1; Kinases: ERK2, MAPK3, PTEN; Cell Surface Receptors: EGFR, IL6ST (GP130); *Other Signal Transduction Genes*: PTGS2 (COX2); A threshold of 3.5 times was chosen.

The normalization and all the data analysis were performed according to the manufacturer's instructions using their web-based software package: https://dataanalysis.qiagen.com/pcr/arrayanalysis. For the normalization it uses the average of five housekeeping genes: Actb, B2m, Gapdh, Gusb, Hsp90ab1. In order to identify false positives a statistical assessment of the False Discovery Rate were carried out by Benjamini–Hochberg procedure with critical value of 0.05 (http://www.biostathandbook.com/multiplecomparisons.html).

### Cell Lines

Caco2 and HT29 (HTB38, CL.19A) (human colorectal adenocarcinoma cell lines) were purchased from American Type Culture Collection (ATCC, Rockville, MA, USA). Caco2 and HT29 were maintained at 37°C, 5% CO_2_, in Dulbecco's minimum essential medium (DMEM, Gibco, Life Technologies, Carlsbad, CA, USA) and McCOY's 5A medium (Gibco), respectively, supplemented with 10% inactivated fetal bovine serum (FBS Eu Approved, Euroclone, Milan, Italy), 2 mM L-Glutamine, 100 U/ml penicillin and 100 μg/ml streptomycin (Euroclone). Caco2 were differentiated in culture medium for 16 days.

### Real Time-PCR

Total RNA was isolated from mouse colonic tissues using the mini RNeasy kit (Qiagen), and 1 μg of total RNA was reverse transcribed by IScriptTM cDNA Synthesis Kit (BioRad, Hercules). The RT-PCR amplifications were obtained by a BioRad CFX96 TouchTM Real-Time PCR Detection System using SsoAdvanced Universal SYBR Green super Mix (BioRad).

The primers used were summarize in Table 1. The expression level of each mRNA was assessed using the standard curve method and *GADPH* was used for normalization.

**Table 1:** List of murine primers used in RealTime PCR.

**Gene**	**Forward primer sequence 5^**′**^ → 3^**′**^**	**Reverse primer sequence 5^**′**^ → 3^**′**^**
IL-1β	GAGGCAGTATCACTCAATG	CGTTGCTTGGTTCTCCTTGT
Il-6	CAAGTCGGAGGCTTAATTACACATG	AGAAAAGAGTTGTGCAATGGCA
CCL12	GTTGGCTCAGCCAGATGAA	AGGCTACTCATTGGGATCATCTTG
CXCL3	GAAGATTACTGAAGAGCGGCAAGTC	AATGCAGGTCCTTCATCATGGT
CXCL5	CGTAACTCCAAAAATTAATCCCAAA	CGAGTGCATTCCGCTTAGCT
CCL7	CCTGGGAAGCTGTTATCTTCAA	AGGCTTTGGAGTTGGGGTTT
CXCL1	ACCGAAGTCATACCCACACTC	CTCCGTTACTGGGGGACACC
COL3A1	GCCCACAGCCTTCTACAC	CCAGGGTCACCATTTCTC
VTN	CCCCTGAGGCCCTTTTTCATA	CAAAGCTCGGTCACACTGACA
CSF3	GTATAAAGGCCCCCTGGAGCTG	TGCAGGGCCATTAGCTTCAT3
FGF2	GGAGGGCTGCTGGCTTCTAA	CCAGTTCGTTTCAGTGCCACATAC
FGF7	GAACAAAAGTCAAGGAGCAACC	GTCATGGGCCTCCTCCTATT
MMP9	TGTCTGGAGATTCGACTTGAAGTC	TGAGTTCCAGGGCACACCA
TIMP1	CTGGCATCTGGCATCCTCTT	TAGCCCTTATGACCAGGTCCG
PLAT	AGATGAGCCAACGCAGACAA	GTTGGTTGGCTGCAACTTGC
PLAUR	GTGGCCCAGTTCTGGATCTT	GATGAGAGACGCCTCTTCGG
SERPINE1	ACTGCAAAAGGTCAGGATCG	ACAAAGGCTGTGGAGGAAGA
PTGS2	AAGTGCGATTGTACCCGGAC	GTGCACTGTGTTTGGAGTGG
TNF	CAGACCCTCACACTCAGATCATCTT	TCGTAGCAAACCACCAAGTGG
IL-10	AACAAAGGACCAGCTGGACAAC	GGCAACCCAAGTAACCCTTAAA
GAPDH	AACTTTGGCATTGTGGAAGG	CACATTGGGGGTAGGAACAC

### Immunoblot Analysis

Mouse colonic tissues were suspended in ice-cold lysis buffer (50 mM Tris (pH 7.4), 5 mM EDTA, 250 mM NaCl, 0.1% Triton X-100, 1 mM phenylmethylsulfonyl fluoride, 5 mg/ml aprotinin, 5 mg/ml leupeptin, and 1 mM sodium orthovanadate (Sigma), homogenized and incubated in ice for 30 min. Samples were centrifuged at 14,000 r.p.m. for 10 min., supernatants collected and analyzed by western blot.

Ten microgram of total proteins, were fractionated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis to detect selected MH proteins. Proteins were transferred in polyvinylidene fluoride membrane (Bio-Rad) and blocked with TBS-T (Tris-buffered saline with Tween-20) containing 5% non-fat dry milk. Anti-MMP9 (1:1,000; NovusBio), anti-VTN (1:1,000; NovusBio), anti-COL3A1 (1:1,000; ThermoScientific), anti-TIMP1 (1:1,000; Bioss), anti-PLAUR (1:1,000; Origene), and anti-β-actin (1:5,000; Sigma) antibodies were diluted in TBS-T containing 3% non-fat dry milk and incubated overnight at 4°C. Membranes were washed in TBS-T, incubated for 1 h with horseradish peroxidase-conjugated secondary antibody (Santa Cruz Biotechnology Inc.,), washed in TBS-T, and developed with ECL-Plus (GE Healthcare, Life Science). Densitometrical analyses of the blots were performed using the Software ImageQuant (GE Healthcare, Life Science).

### Wound Healing Assay

Wound Healing Assay was assessed by scratch test as previously described (19). HT29 cells were cultured in 6-well plated at a density of 2 × 10^5^ cells/ml until confluence reached 90%. A straight-line wound was made using a 10-ul pipette tip. Cell debris and smoothed the edge of the straight-line wound were removed by a wash with PBS and cells were then maintained in a medium with a reduced percentage of FBS (1%). Then cells were exposed to cytomix [TNFα (100 ng/ml) and INFγ (250 ng/ml), Peprotech, Rocky Hill, USA] or to B-box (10 μg/ml) (HMGBiotech, Milan, Italy) in presence or absence of DPG (300 μM) or anti-HMGB1 antibody (Sigma) for 48 h. In a second set of experiments, cells were treated with cytomix for 24 h and then were exposed to DPG (300 μM, Sigma), anti-VTN (1:1,000) and anti-PLAUR (1:1,000), alone or in combination, for 24 h. In both case, cells migrated into the wounded area were visualized at 0, 6, 24, and 48 h by Hematoxylin and Eosin staining. Images of each condition were acquired at a magnification of 10X. Cellular density related to a fixed wounded area (1 mm^2^) was measured after 48 h using ImageJ software (available in the public domain at www.nih.gov; National Institutes of Health [NIH], Bethesda, MD, USA) (10 acquisition for each experimental point). The experiment was replicated three times.

### Immunofluorescence

Cells exposed to cytomix or co-exposed to cytomix and DPG (300 μM) were grown at confluence on a microscope glass slide for 24 h. Then, cells were fixed in formalin 4% in PBS for 10 min. Cells were washed in PBS, permeabilized by incubation in PBS 0.1% Triton X-100 (Sigma) for 10 min and then blocked in PBS 1% BSA for 30 min. For ZO-1 (Tight junction protein-1) staining samples were incubated with anti-ZO-1 (1:100, BD Trasduction Laboratories) for 1 h and then with the secondary anti-mouse antibody AlexaFluor 488 (Molecular Probes, Eugene, OR, USA) for 30 min. F-actin was stained with Alexa Fluor 488-conjugated Phalloidin (1:50, Molecular Probes) according to manufacturer's instructions. 4′,6-diamidino-2-phenylindole (DAPI) was added for nuclei counterstaining. Quantification of ZO-1 and F-actin fluorescent signal relative to DAPI was performed using Image J software.

### Trans-epithelial Electrical Resistance (TEER) Measurements

Caco2 cells were seeded at a density of 1.0 × 10^5^ cells/well on ThinCert™ Cell Culture Inserts (24 well, 0.4 μm pore size, Greiner) and were differentiated for 16 days. Cellular TEERs were measured with an electrical resistance system, EVOM2, Epithelial Volt/Ohm Meter for TEER (EVOM2-TEER, WPI). When the cells reached a stable TEER readings >2,000 øcm^2^, cytomix or co-treatment with cytomix and DPG (300 μM) were supplied to apical and basal compartments of transwell chambers for 96 h. In a second set of experiments, cells were treated with cytomix for 24 h and TEER value was measured (t0); Cells were then exposed to DPG 300 μM (SIGMA), anti-VTN (1:1,000) and anti-PLAUR (1:1,000), alone or in combination for 48 h. In both case, TEER measurements were daily acquired. Results were expressed as percentage relative to the ratio between initial and TEER value at different time points.

### Statistics

All statistical analyses were performed with GraphPad InStat software (GraphPad Software, San Diego, CA, USA). The Kolmogorov–Smirnov test was used to assess whether data were sampled from populations following the gaussian distribution. Comparison among groups was performed using the Kruskal-Wallis Test with Dunn's Multiple Comparisons *post-test*.

For *in vitro* studies, all experiments were repeated three times and data were given as mean ± standard deviation (SD). Comparisons among groups was performed by Mann–Whitney test. Differences were noted as significant ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

## Results

### DPG Down-Regulates the Expression Levels of MH Genes Altered by Inflammation in Mice With Experimental Acute Colitis

We used an array of 84 genes of wound healing pathway to identify those more influenced by DPG in the colonic tissue of mice with acute colitis. 

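Colon RNA of 5 mice per group was pooled, and the pool of untreated mice (UN), of mice given DSS and of mice given DSS and DPG was each run on 3 arrays, 9 arrays in all. An array is a PCR plate that holds 84 genes of wound healing, 5 housekeeping genes, and control wells for genomic DNA, reverse transcription and the PCR itself. The measured value is the threshold cycle (Ct), a log2 scale on which 1 cycle earlier means a doubling of the template. The median Ct of the 84 genes lay between 27.84 and 27.89 in the UN arrays, between 26.57 and 26.77 in the DSS arrays and between 29.60 and 29.69 in the DSS+DPG arrays. In each UN and DSS+DPG array 77 genes had a Ct under 35, and in each DSS array 80. The authors deposited the raw Ct of each well, averages per group, fold changes against UN and p-values. From the raw Ct, delta Ct was computed in each array as the Ct of a gene minus the mean Ct of Actb, B2m, Gapdh, Gusb and Hsp90ab1, the housekeeping genes named in the methods. Wells without a Ct, or with a Ct above 38, were set to 38, so a difference from a group that lies wholly at 38 is a lower bound. Differences in delta Ct were tested with limma over all 9 arrays, with Benjamini-Hochberg adjustment over the panel genes tested, and a gene was counted as changed at an adjusted p under 0.05. The threshold of 3.5-fold is the one in the methods. Because the 3 arrays of a group repeat 1 pool of RNA, all p-values measure only the spread between array repeats, which is technical, and not the spread between mice, and the number of arrays limits the precision.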

C57BL/6 mice were randomly divided into three groups: control group received regular drinking water, mice treated with 3% DSS to induce colitis and mice treated with 3% DSS and 8 mg/kg/day DPG, daily administered by oral gavage. After 7 days, mice were sacrificed and the colon removed. RNA obtained from colon tissue of controls, DSS-induced colitis and mice co-treated with DSS and DPG, were analyzed by a PCR array. 

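The 5 housekeeping genes did not keep the same Ct in the 3 groups. B2m, the light chain of the class I histocompatibility molecules, had a mean Ct of 20.19 ± 0.015 (SD, n = 3 arrays) in UN and of 19.09 ± 0.090 in DSS, which is 1.10 cycles earlier. Hsp90ab1, a chaperone, went the other way, with 22.08 ± 0.010 in UN and 23.16 ± 0.021 in DSS. In DSS+DPG all 5 came later than in DSS, Actb by 1.63 cycles, B2m by 1.71, Gapdh by 1.06, Gusb by 1.25 and Hsp90ab1 by 0.39. In each of these comparisons the 3 arrays of one group lay wholly apart from the 3 of the other (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The mean of the 5 genes, used as the reference, was 22.00 in UN, 22.23 in DSS and 23.44 in DSS+DPG. The wells that follow reverse transcription had a mean Ct of 23.96 ± 0.069 in DSS and 23.73 ± 0.007 in DSS+DPG, and the positive PCR wells 20.99 ± 0.044 and 20.94 ± 0.072. The genomic DNA well gave no Ct in any array. Before any reference was applied, 81 of the 84 panel genes came later in DSS+DPG than in DSS, with a median difference in minus Ct of -2.51.

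**Figure D1:**
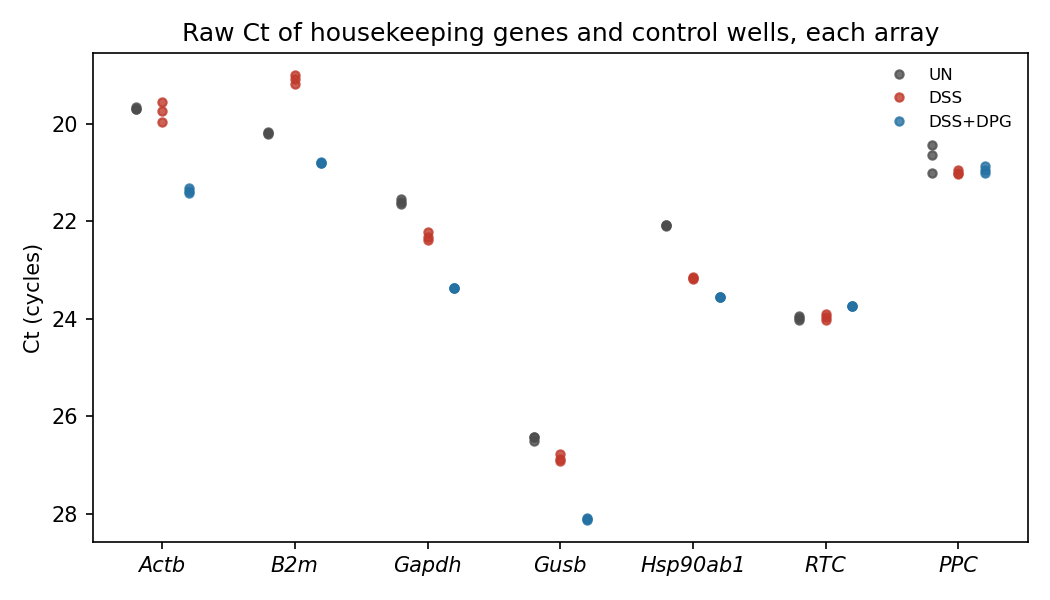
Raw Ct in cycles (vertical axis, earlier cycles at the top) of the 5 housekeeping genes and the means of the reverse transcription control (RTC) and positive PCR control (PPC) wells, with 1 point per array and 3 arrays in each of the UN, DSS and DSS+DPG groups. All 5 genes lie lower on the plot in DSS+DPG than in DSS, and the RTC wells do not.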

Results showed that inflammation induced by DSS caused a strong up-regulation of 24 out of 84 genes (*p* < 0.05), of which, 20 were significantly down-regulated by DPG administration (Figure 1A). 

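Genes of inflammation differed most between mice with DSS colitis and untreated mice. Expression in DSS was 819-fold that in UN for Cxcl3, a chemokine that attracts neutrophils (log2 fold change 9.68, standard error 0.14, 3 arrays per group). It was 321-fold for Il6 (8.33, standard error 0.19), 253-fold for Csf3, the growth factor of granulocytes (7.98, standard error 0.40), and 155-fold for Il1b (7.27, standard error 0.02). In mice co-treated with DPG, Cxcl3 was 93.5-fold lower than in DSS (log2 fold change -6.55, standard error 0.14), Il6 57.6-fold, Csf3 31.5-fold, Vtn (vitronectin, an adhesive protein of the matrix) 22.8-fold and Il1b 21.1-fold. Of the 84 genes, 77 changed with DSS, 52 upward and 25 downward, and 23 rose at least 3.5-fold. Among these were, from the largest rise, Cxcl3, Il6, Csf3, Il1b, Il10, Ifng, Cxcl5, Cxcl1, Timp1, Ccl7, Tnf, Plaur, Ptgs2, Vtn, Ccl12, Plat, Mmp9, Hgf, Fgf2, Fgf7, Fga and Mmp7. Fga, a chain of fibrinogen, gave no Ct in any UN array, so its rise is at least 3.76-fold, and it was no longer among them without DSS replicate 2. With the raw Ct of the supplementary workbook Vtn, Fgf2 and Fgf7 were not among them either, and Vtn fell by less with DPG (-3.02 on the log2 scale, against -4.51). For these genes the workbook's own average Ct in DSS matches the deposited raw Ct and lies earlier than both of its raw Ct. Between DSS and DSS+DPG 75 genes changed, 11 upward and 64 downward, and 29 fell at least 3.5-fold. Of the 23 genes, 18 were among these 29. The other 5 were Tnf, which was 3.06-fold lower with DPG, Hgf (1.93-fold lower, and -1.95 on the log2 scale with the raw Ct of the supplementary workbook, an alternative chosen after seeing the data), Ifng (1.62-fold lower, which did not pass without replicate 1), Mmp7, which rose 1.61-fold, and Fga, whose difference of -0.47 did not pass (adjusted p = 0.374 from limma). The folds depend on the reference. With the geometric mean of Itga3, Mif and Hsp90ab1 every fall with DPG is 1.77 times larger (Cxcl3 -7.37 on the log2 scale), and with the median Ct of the panel the falls and rises are smaller (Cxcl3 -4.82 with DPG and 8.36 with DSS). The counts do so too: with the geometric mean of Itga3, Mif and Hsp90ab1, 49 genes fell at least 3.5-fold with DPG, and with the median Ct of the panel 13 genes rose with DSS, 12 fell with DPG and 7 did both, and Tnf, Hgf and Ifng were no longer lower with DPG. Under the first of these references Mmp7 did not differ past the test between DSS+DPG and DSS (-0.14). The paper states that inflammation by DSS strongly raised these genes, and that giving DPG lowered most of them (Fig. 1A).

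**Figure D2:**
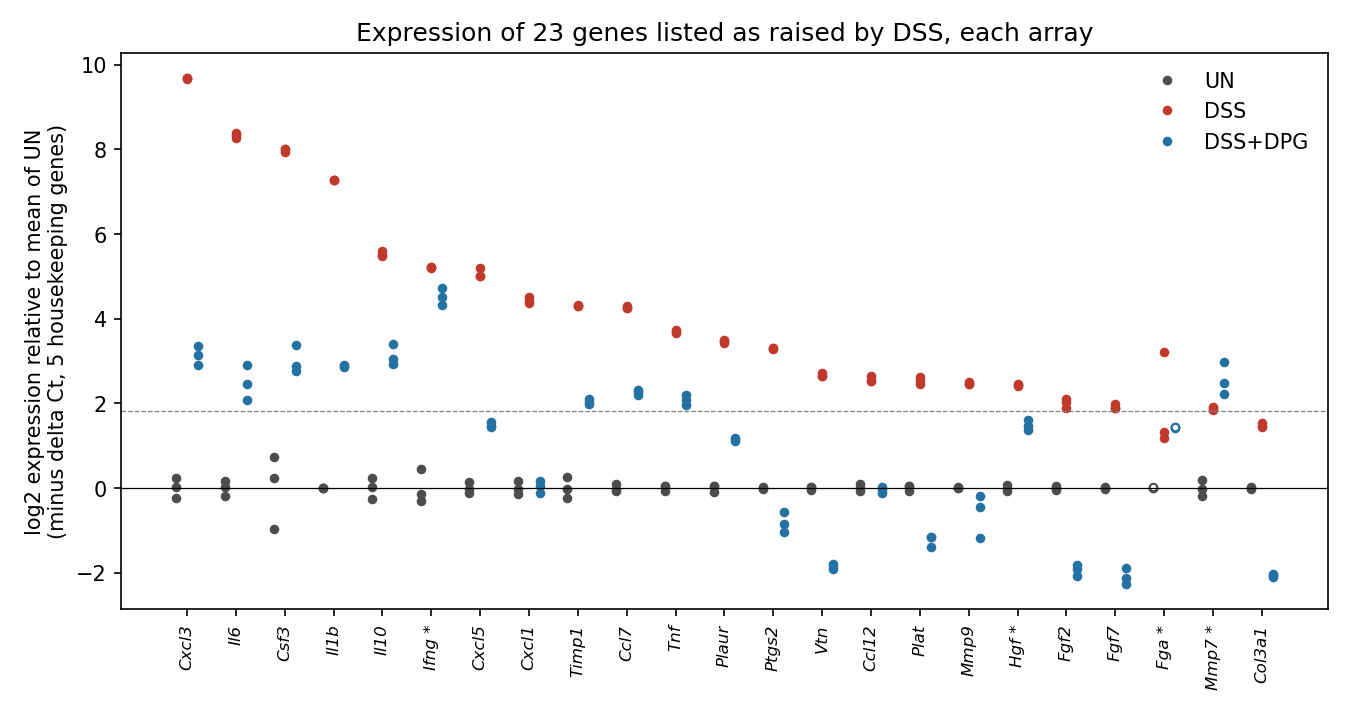
Expression of 23 of the 24 genes that the paper lists as raised by DSS (vertical axis, minus delta Ct relative to the mean of the UN arrays, log2 scale), with 1 point per array and 3 arrays in each group. Open points are wells without a Ct or above 38, the dashed line is 3.5-fold above UN, and an asterisk marks the genes outside the paper's list of 20, and Cxcl3 reaches 9.68 in DSS and 3.13 in DSS+DPG.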

Statistical assessment of the False Discovery Rate demonstrated that all identified modulation was significant (Supplementary Material 1). 

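All 24 genes that the paper lists were higher in DSS than in UN, from Il1b (adjusted p = 2.95e-14 from limma) to Fga (adjusted p = 0.00606 from limma). In DSS+DPG 22 of them were lower than in DSS, Mmp7 was higher and Fga did not pass. For the 20 genes that the paper lists as lowered by DPG, adjusted p from limma in that comparison ranged from 1.17e-12 for Il1b to 5.69e-06 for Csf3. These genes were chosen by the study on these same arrays, so their calls are not independent evidence. Over the panel, 80 of 84 genes had no overlap between the DSS and the UN arrays and 76 of 84 none between the DSS+DPG and the DSS arrays. Arrays that can be exchanged for one another would give 10% of genes. The arrays of a group repeat a single pool, so these counts set differences between pools against technical spread and say nothing about chance between mice. In the authors' deposited table of unadjusted p-values, 23 of the 24 genes were under 0.05 for DSS against UN, also after Benjamini-Hochberg adjustment over the 84 genes, and the exception was Fga with 0.166. All 20 genes were under 0.05 in both comparisons of that table, before and after the adjustment.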

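Among the cytokines that the paper names, all 4 rose with DSS and fell with DPG, although Tnf did not fall with the median Ct of the panel as the reference. Il1b had a delta Ct of 8.16 ± 0.009 (SD, n = 3 arrays) in UN, 0.89 ± 0.011 in DSS and 5.29 ± 0.022 in DSS+DPG. Il10, an anti-inflammatory cytokine, rose 46.0-fold and then fell 5.27-fold, and Tnf rose 12.9-fold. All 5 chemokines followed the same course. Cxcl5, which like Cxcl3 attracts neutrophils, rose 33.5-fold and fell 12.0-fold, Cxcl1 rose 21.7-fold and fell 21.2-fold, and Ccl12 and Ccl7, which attract monocytes, rose 5.95-fold and 19.3-fold. Of the matrix components, Vtn rose 6.37-fold and Col3a1, a fibrillar collagen, 2.79-fold, and Col3a1 fell 11.7-fold with DPG. The growth factors Fgf2 and Fgf7 rose 4.02-fold and 3.79-fold and fell 15.4-fold and 16.2-fold. Among the 5 enzymes and regulators of matrix breakdown, Timp1, an inhibitor of metalloproteinases, rose 19.7-fold and fell 4.79-fold, Plaur, the urokinase receptor, rose 11.0-fold, Plat 5.78-fold and the gelatinase Mmp9 5.57-fold. Ptgs2, the inducible cyclooxygenase, rose 9.85-fold and fell 17.4-fold. In every one of these 6 groups each member passed the test in both comparisons, over the panel and when adjusted over the list alone, and the groups were formed by the study on these arrays. In the wider list of 13 inflammatory cytokines and chemokines, set from the array's own classes, 13 rose with DSS (13 adjusted over the list alone), and with DPG 12 fell and 1, the T cell ligand Cd40lg, rose 2.92-fold, which did not pass with raw Ct and no reference (0.34 on the log2 scale). With the median Ct of the panel as the reference 9 of the 13 rose with DSS, and with DPG 8 fell and 3 rose. All 4 genes listed for neutrophils and macrophages (Il1b, F13a1, Mmp9 and Plaur) rose with DSS, with a median log2 fold change of 2.97, and all 4 fell with DPG (median -2.70), but with the median Ct of the panel as the reference F13a1 was lower in DSS than in UN (-0.26). Il1b, Mmp9 and Plaur are among the paper's 20 genes, chosen on these arrays, and the paper also finds Plaur protein in an epithelial cell line. The course of this list therefore does not measure the share of these cells. The raw Ct in DSS replicates 1 and 2 is 0.5 to 1.5 cycles later in the supplementary workbook for Vtn, Fgf2, Fgf7 and Col3a1. The workbook's own average Ct in DSS does not share this delay and matches the deposited raw Ct. With the workbook's raw Ct the log2 rise with DSS was 1.19 for Vtn, 1.57 for Fgf2, 0.95 for Fgf7 and 0.48 for Col3a1, all under 3.5-fold, and the log2 fall with DPG was -3.02 for Vtn, -3.51 for Fgf2, -3.01 for Fgf7 and -2.56 for Col3a1, where the deposited raw Ct gave -4.51, -3.94, -4.01 and -3.55.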

The 20 genes, down-regulated by DPG, were classified into the following functional groups: (1) *cytokines* (IL-10, IL-1β, IL-6, TNF); (2) *chemokines* (CCL12, CCL7, CXCL1, CXCL3, CXCL5); (3) *extracellular matrix components* (COL3A1, VTN); (4) *growth factors* (CSF3, FGF2, FGF7); (5) *extracellular matrix remodeling enzymes* (MMP9, TIMP1, PLAT, PLAUR, SERPINE1); (6) *oxidative stress* (PTGS2) (Figure 1B). The effect of DPG on mRNA expression of this gene set was then confirmed by RealTime-PCR (*p* < 0.001: IL-1beta, IL-6, PLAT; *p* < 0.01: IL-10, TNF, CXCL3, CXCL5, CCL12, CCL7, COL3A1, VTN, FGF7, FGF2, TIMP1, PLAUR, PTGS2; *p* < 0.05: CXCL1, MMP9, SERPINE1, CSF3) (Figure 1C). Moreover, a subset of genes (MMP9, VTN, COL3A1, TIMP1, and PLAUR), chosen among those more directly involved in the tissue remodeling process, were also analyzed by western blot. Results again showed that the expression levels of all genes previously altered by the DSS treatment was reduced by DPG (MMP9: *p* < 0.01; VTN, COL3A1, TIMP-1, PLAUR: *p* < 0.001) (Figure 1D). 

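Over the whole panel, the response to DSS was mixed outside the inflammatory genes. All 5 cytoskeleton genes fell, among them Actc1, a muscle actin, which was 8.89-fold lower than in UN (log2 fold change -3.15, standard error 0.10, 3 arrays per group), and Acta2, smooth muscle actin, 2.81-fold lower, but Tagln, transgelin, did not pass without B2m in the reference, with Gapdh alone or with Itga3, Mif and Hsp90ab1, which leaves 4 of the 5. Of 10 structural genes of the matrix, 7 rose and 2 fell, Col4a3 by the most (5.99-fold lower), and of 12 cell adhesion genes 5 rose and 5 fell, including E-cadherin, Cdh1, 2.06-fold lower. The split of the adhesion genes depended on the reference, with 9 up and 2 down with Gapdh alone and 3 up and 7 down without Hsp90ab1. Of 16 matrix remodeling genes 11 rose, of 17 growth factors 9 rose and 6 fell, and of 11 signal transduction genes 7 rose and 4 fell. With DPG, 9 of the 10 structural genes of the matrix fell, 12 of 16 remodeling genes, 8 of 12 adhesion genes, 12 of 17 growth factors and 8 of 11 signal transduction genes. With the median Ct of the panel as the reference only 4 of the 10 structural genes fell and 3 rose (median -0.058). Fgf10, a growth factor of the stroma, was 9.47-fold lower in DSS+DPG than in DSS, and Ctgf 6.29-fold lower. The largest rises with DPG after Cd40lg were those of Csf2 (2.79-fold), Mif (2.52-fold) and Actc1 (2.15-fold), but with Itga3, Mif and Hsp90ab1 as the reference Csf2 and Actc1 did not pass, and with raw Ct and no reference no gene rose with DPG past the test. Mif is itself part of the reference of Itga3, Mif and Hsp90ab1, which therefore cannot test its rise. Its raw Ct in the DSS+DPG arrays was 23.93, 24.03 and 23.01, so the rise leans on the last array. The authors' deposited p-values are 0.138 for Cd40lg, 0.0649 for Csf2 and 0.324 for Mif. Adjusted over each list alone, these counts were the same. Of the cell type markers, all 7 fibroblast genes fell with DPG (median log2 fold change -1.71, although the call of Col14a1, at -0.10, was lost in many alternatives), while of 4 epithelial genes 2 rose, 1 fell and 1 did not pass (median 0.17). The panel median was 0.71 for DSS against UN and -1.30 for DSS+DPG against DSS. With the median Ct of the panel as the reference these became -0.61 and 0.43, and the list medians for DPG turned upward for adhesion (0.94), cytoskeleton (1.33), growth factors (0.75), signal transduction (0.51), matrix remodeling (0.22) and fibroblasts (0.018), while for DSS they turned downward for adhesion (-1.30), structural genes of the matrix (-0.97), signal transduction (-0.88), growth factors (-0.81) and matrix remodeling (-0.17). The panel median is taken from these same genes, so by construction it removes any shift that they share. It moves the panel medians against that shared shift whatever the cause, here past no change in both comparisons, so these turns cannot tell whether the panel as a whole moved. With Itga3, Mif and Hsp90ab1 as the reference the epithelial median with DPG was -0.65, and with raw Ct -1.04. Itga3 is 1 of the 4 epithelial genes and also part of the first of these references.

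**Figure D3:**
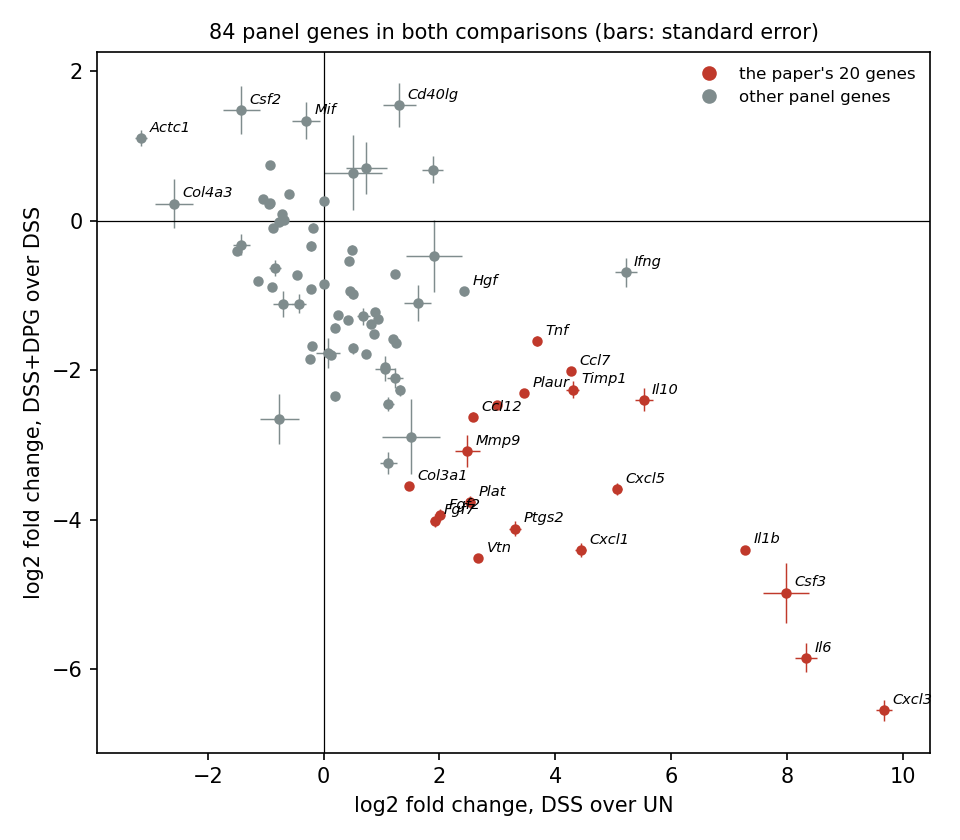
Log2 fold change of each of the 84 genes for DSS over UN (horizontal axis) and for DSS+DPG over DSS (vertical axis), both against the 5 housekeeping genes. Bars are standard errors over 3 arrays per group, and the paper's 20 genes, in red, all lie to the right of 0 and below 0.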

Complete list of 84 mucosal healing pathway genes analyzed was reported in Table 2. Moreover, data set of the microarray carried out are available on Gene Expression Omnibus platform (GEO) with accession number GSE127953 and provided as Supplementary Material 1.

**Figure 1:**
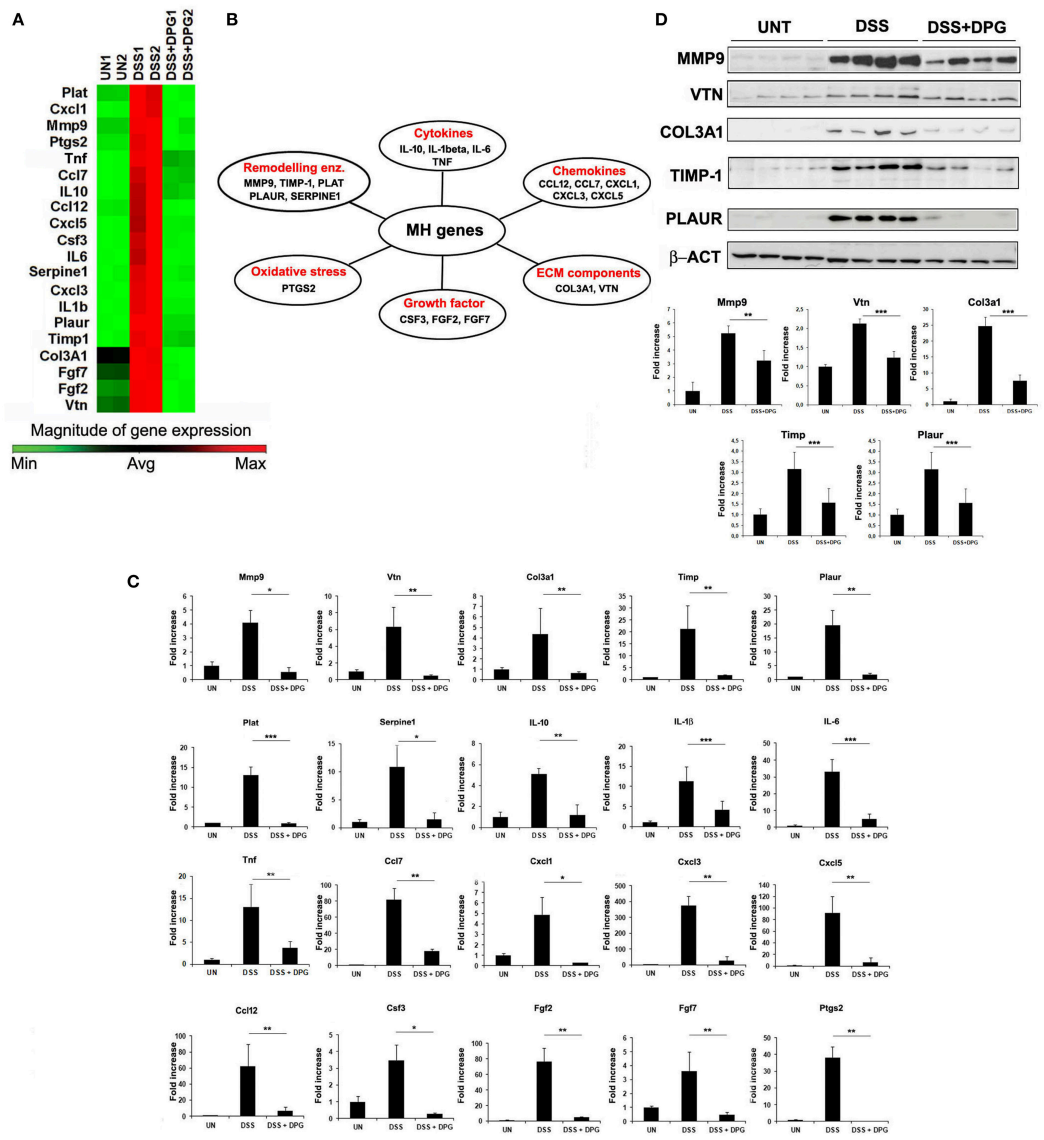
Identification and validation of genes, involved in MH pathways, modulated by DPG in inflamed tissues of mice with experimental acute colitis. **(A)** Genes activated by DSS and inactivated by DPG treatment *in vivo*, identified by PCR-Array, and **(B)** their classification in functional groups. **(C)** mRNA expression of all identified genes, modulated by DPG in mice with DSS acute colitis, were validate by quantitative real-time PCR. Statistical analysis: Kruskal-Wallis Test with Dunn's Multiple Comparisons *post-Test*. **(D)** Protein expression of some identified genes was confirmed by western blot, using 8 animals per group. Statistical analysis: Kruskal-Wallis Test with Dunn's Multiple Comparisons *post-Test*. *p < 0.05, **p < 0.01, ***p < 0.001. PCR-Array was repeated in triplicate using a pool of RNA obtained from 5 animals per group. Real-time PCR values are mean ± St. dev. of 8 animals per experimental group and data represent the target gene expression normalized to the reference gene. UN, untreated animals; DSS, dextran sulfate sodium; DPG, dipotassium glycyrrhizate.

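Array repeats of 1 pool lay close together for most genes. The SD of Ct over the 3 arrays had a median of 0.0522 cycles in UN, 0.0594 in DSS and 0.0651 in DSS+DPG. The 5 largest spreads were in genes with late Ct. Csf3 in UN had a delta Ct of 14.74 ± 0.87 (SD, n = 3 arrays), Fga in DSS 14.09 ± 1.13, and the chemokine Cxcl11 in DSS+DPG 13.01 ± 1.15. Ctsg, the protease cathepsin G of neutrophils, and Fga lay at the limit of 38 in all UN and all DSS+DPG arrays, and Plg, plasminogen, in all DSS+DPG arrays. Some genes with earlier Ct also spread widely, with an SD of Ct of 0.79 for Ctgf in DSS+DPG, 0.67 for Csf2 in UN, 0.56 for Mif in DSS+DPG and 0.42 for Tagln in UN, so their folds are less precise. On simulated arrays with this spread, limma called 87.5% of genes changed by 0.5 on the log2 scale for DSS against UN and 92.1% for DSS+DPG against DSS. The changed genes were drawn only from those with earlier Ct in UN, so these rates do not cover genes with late Ct there. Limma also called 10.8% and 21.6% of unchanged genes with Ct of 35 or later in these comparisons, against 0.8% and 2.4% of other unchanged genes, and for DSS+DPG against UN 34.3% against 1.7%. Calls of genes with a mean Ct of 35 or later in a group compared, such as Fga, Csf3, Il10, Il2, Col4a3 and Cxcl11, therefore carry less weight. In the simulated arrays the housekeeping genes shifted only together. In the real ones they moved apart, B2m by 1.66 and Hsp90ab1 by -1.07 on the log2 scale against the other housekeeping genes for DSS against UN. The simulated rates thus leave out false calls from an unsteady reference. Leaving out 1 array, or 1 replicate number from all groups, gave 67 to 78 changed genes for DSS against UN and 73 to 76 for DSS+DPG against DSS.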

**Table 2:** List of the mucosal healing pathway genes analyzed.

**Gene**	**Fold regulation comparing DSS vs. UN**	**Fold regulation comparing DSS+DPG vs. DSS**	
Cxcl3	1083.85	−165.97	
Il6	425.18	−102.17	
Csf3	335.14	−55.9	
Il1b	204.88	−37.48	
Il10	60.91	−9.35	
Ifng	49.13	−2.87	^*^Excluded DSS+DPG vs. DSS < 3.5 folds
Cxcl5	44.38	−21.33	
Cxcl1	28.68	−37.57	
Timp1	26.09	−8.5	
Ccl7	25.61	−7.15	
Tnf	17.09	−5.43	
Plaur	14.61	−8.78	
Ptgs2	13.04	−30.87	
Serpine1	10.55	−9.77	
Vtn	8.43	−40.55	
Ccl12	7.88	−10.94	
Plat	7.65	−24.16	
Mmp9	7.37	−15.05	
Hgf	7.14	−3.42	^*^
Fgf2	5.32	−27.25	
Fgf7	5.02	−28.67	
Fga	4.98	−2.46	^*^
Mmp7	4.87	−1.11	^*^
Col3a1	3.69	−20.75	
Tgfbr3	3.29	−8.56	From here excluded because DSS vs. UN < 3.5 folds
Cd40lg	3.28	1.65	
Mmp2	3.14	−5.55	
Tgfb1	3.12	−2.9	
Wisp1	3.1	−7.63	
Igf1	3.05	−5.33	
Il2	2.9	−4.12	
Col4a1	2.87	−9.7	
Fgf10	2.87	−16.81	
Cxcl11	2.84	−13.16	
Il4	2.77	−7	
F13a1	2.75	−6.89	
Itga4	2.55	−4.43	
Il6st	2.44	−4.13	
Itgav	2.43	−5.09	
Ctsk	2.33	−4.62	
Ctsg	2.21	−1.09	
Wnt5a	2.2	−6.11	
Plau	2.13	−4.31	
Angpt1	1.88	−3.51	
Col5a1	1.88	−5.81	
Plg	1.87	−1.14	
Col1a1	1.86	−2.32	
Itgb6	1.81	−3.41	
Stat3	1.79	−2.59	
Egfr	1.78	−4.44	
Itgb1	1.57	−4.24	
Col5a2	1.52	−9.03	
Itga5	1.52	−4.78	
Col1a2	1.44	−6.2	
Col5a3	1.39	−6.06	
Itga3	1.34	−1.48	
Itgb3	1.34	−3.19	
Itga2	1.17	−1.89	
Ctsl	1.16	−5.69	
F3	1.13	−3.34	
Itgb5	1.13	−2.25	
Hbegf	1.12	−6.42	
Mif	1.07	1.42	
Mmp1a	−1.01	−3.83	
Itga1	−1.04	−2.94	
Vegfa	−1.14	−1.39	
Ctnnb1	−1.22	−1.76	
Tagln	−1.23	−3.85	
Itga6	−1.25	−1.67	
Ctgf	−1.28	−11.17	
Rhoa	−1.29	−1.79	
Pdgfa	−1.35	−2.75	
Col14a1	−1.38	−1.9	
Pten	−1.4	−3.28	
Mapk3	−1.44	−1.06	
Mapk1	−1.44	−1.51	
Tgfa	−1.46	−1.52	
Cdh1	−1.56	−1.45	
Rac1	−1.66	−3.12	
Egf	−2.02	−2.22	
Csf2	−2.03	1.57	
Acta2	−2.13	−2.35	
Col4a3	−4.53	−1.52	
Actc1	−6.72	1.21	

*Inclusion criteria for the genes were the following: fold-regulation comparing DSS vs. UN > 3.5 folds; furthermore for those included fold-regulation comparing DSS+DPG vs. DSS > 3.5*.

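Several genes lay close to the limit of 3.5-fold. With DSS, Mmp7 rose 3.68-fold, Fgf7 and Fga lay just above the limit, and Cxcl11 (2.84-fold) and Col3a1 below it. Without UN replicate 2 the rise of Mmp7 also lay below it. With DPG, Hbegf, a growth factor of the EGF family, was 3.62-fold lower than in DSS and Ccl7 4.03-fold lower. The 18 genes that met both criteria compare with 7.94 if the rises with DSS and the falls with DPG were independent among the 84 genes (Fisher's exact test, two-sided p = 5.05e-07). The same DSS arrays enter both comparisons. In 1000 simulations of unchanged groups against them the overlap was never above 0. The simulated spread was only that of array repeats, which for most genes is small against 3.5-fold, and real effects were left out. That result could therefore hardly differ and says nothing about differences between pools or mice. As 3 arrays cannot be split into parts of at least 2, part of the excess may come from the shared DSS pool. A further 11 genes fell at least 3.5-fold with DPG without having risen 3.5-fold with DSS, a count that is 27 with Itga3, Mif and Hsp90ab1 as the reference, 40 with raw Ct and 5 with the median Ct of the panel. The 11 were the collagens Col3a1, Col4a1 and Col5a2, the coagulation factor F13a1, the cytokine Il4 and chemokine Cxcl11, the growth factors Ctgf, Fgf10 and Hbegf, the receptor Tgfbr3 and Wisp1. Of these, 9 did rise with DSS past the test, by less than 3.5-fold, while 1 fell and 1 did not pass. The genes that rose at least 3.5-fold with DSS had a median log2 fold change of -3.08 with DPG, those that rose less -1.52, and those that fell with DSS -0.10.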

*The genes were shown in order of decreasing up-regulation comparing DSS vs. UN*.

*The genes positive for the inclusion criteria were highlighted in gray*.

* *Genes excluded because DSS+DPG vs. DSS < 3.5 folds*.

This result was also confirmed *in vitro* by exposing Caco2 and HT-29 cells to pro-inflammatory cytokines (cytomix: TNF-α and IFN-γ) or co-exposing to cytomix + DPG and analyzing the protein expression of MMP9, VTN, COL3A1, TIMP1, and PLAUR by western blot. Results revealed a significant increase only of VTN, TIMP1 and PLAUR expression from 6 up to 24 and 48 h (*p* < 0.001) after cytomix exposure, however, co-exposure to DPG completely reverted to normal values (VTN and TIMP-1: *p* < 0.001; PLAUR: 6 h *p* < 0.001, 24–48 h *p* < 0.01) (Figure 2).

**Figure 2:**
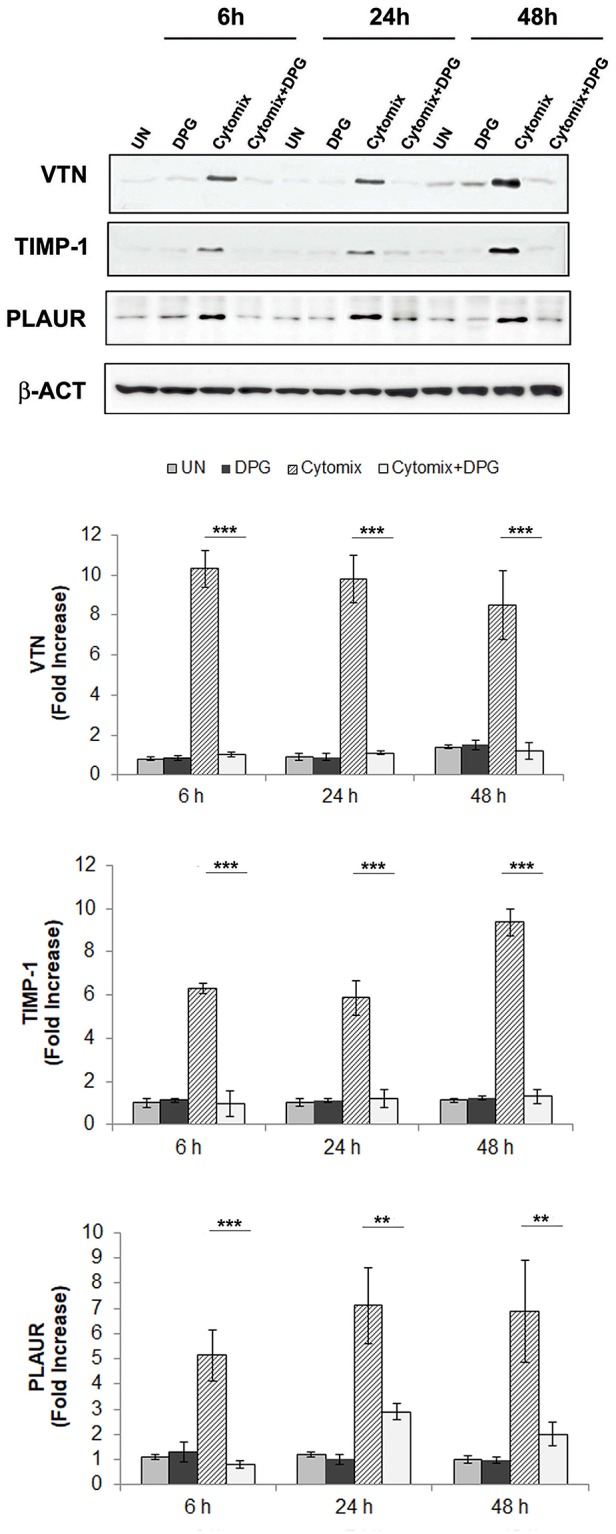
DPG reduced *in vitro* the expression of wound healing genes: VTN, TIMP-1, and PLAUR altered by inflammatory stimulus. HT-29 cells were exposed to cytomix or co-exposing to cytomix + DPG and protein expression of VTN, TIMP1, and PLAUR were analyzed by western blot. Bar chart represented fold increase (Densitometric Unit) vs. UN. The experiment was performed in triplicate and repeated 3 times. Statistical analysis: Mann-Whitney test, the comparison between Cytomix vs. Cytomix + DPG was reported. **p < 0.01, ***p < 0.001. UN, untreated cells; DPG, dipotassium glycyrrhizate.

### Exposure to DPG Restores the Proper Structural Organization, Wound Repair Ability, and Functionality of Intestinal Epithelial Barrier Altered During Inflammation

To evaluate the effect of DPG on epithelial barrier morphology, differentiated Caco2 and HT29 cells were exposed to cytomix or co-exposed to cytomix and DPG for 24 h. Cell-cell adhesion and intestinal epithelium organization were assessed by analyzing the expression levels of zonulin-1 and the formation of stress fibers (SFs), through immunofluorescence. All cells exposed to cytomix showed a strong reduction of zonulin-1 expression, with consequent loss of tight junction (TJ) adhesion, and an evident increase of SFs leading to a loss of proper tissue architecture. However, the exposure to DPG restored the original setting (ZO-1/DAPI fluorescence: UN: 0.55 ± 0.03; cytomix: 0.27 ± 0.13; cytomix + DPG: 0.65 ± 0.05); (F-actin/DAPI fluorescence: UN: 0.31 ± 0.05; cytomix: 1.30 ± 0.14; cytomix + DPG: 0.25 ± 0.05) (Figures 3A,B and Supplementary Figures 1A,B).

**Figure 3:**
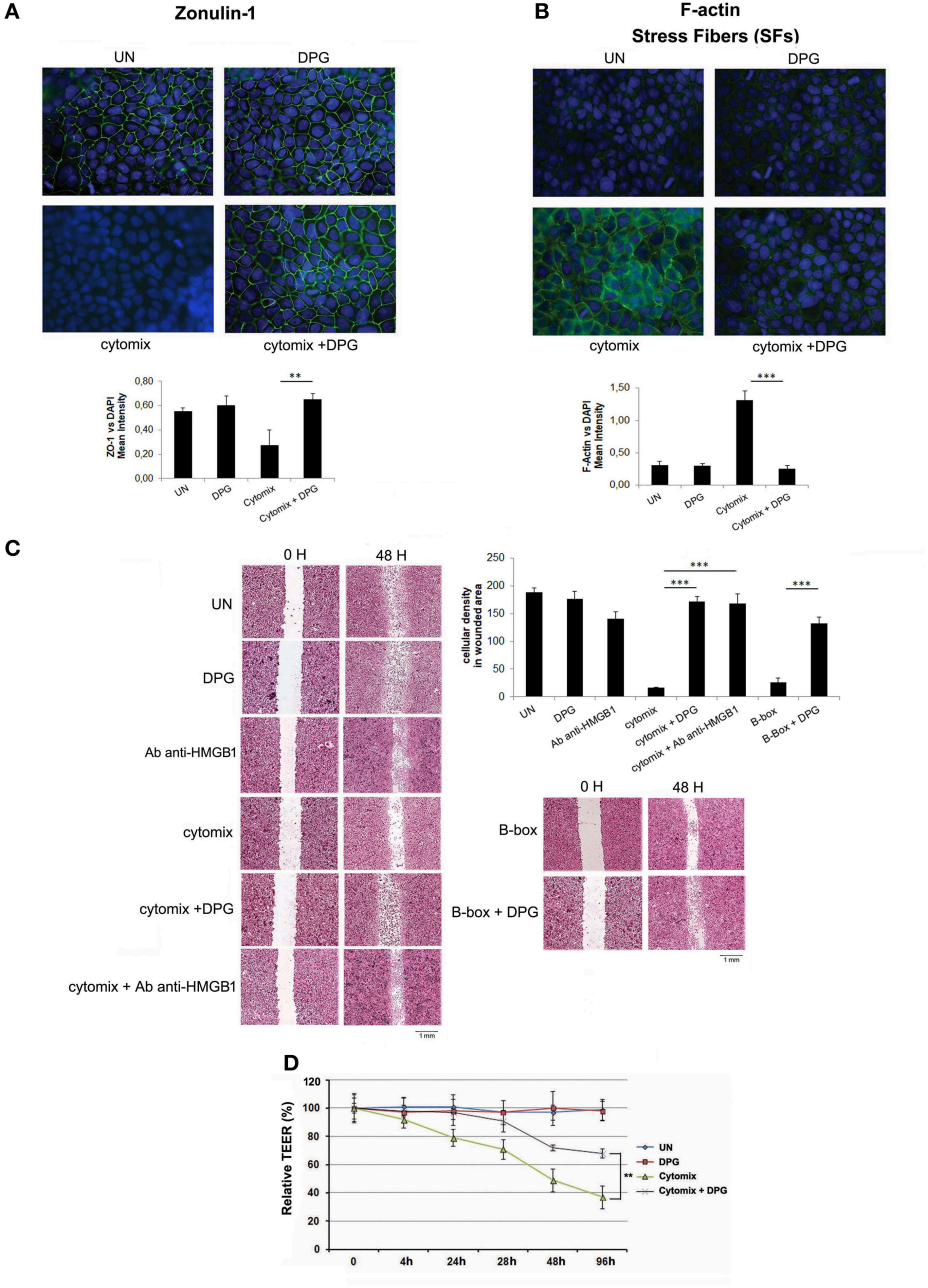
DPG improves *in vitro* epithelial barrier functions and morphology. Zonulin-1 and F-actin expression and localization were determined by immunofluorescence in Caco2 treated with Cytomix, DPG and Cytomix + DPG Results are presented as Mean intensity of ZO-1 and F-actin fluorescence, relative to DAPI ± S.D, respectively. Magnification 20X **(A,B)** Scratch test and bar chart of cellular density of wounded area in HT29 **(C)** and TEER values **(D)** indicated wound healing in Caco2 cells treated with Cytomix, DPG, and Cytomix + DPG. The experiment was performed in triplicate and repeated 3 times. Statistical analysis: Mann-Whitney test.**p < 0.01, ***p < 0.001. UN, untreated cells; DPG, dipotassium glycyrrhizate.

Furthermore, to assess whether DPG influences intestinal cell migration, a scratch test was performed. Since DPG is an inhibitor of HMGB1 we include a treatment with HMGB1 B box (B-box), which is the recombinant truncated form of the protein consisting of the pro-inflammatory component as well a treatment with anti-HMGB1 antibody, used to block HMGB1. Hence, confluent HT29 and Caco2, exposed to cytomix or to B-box in presence or absence of DPG or anti-HMGB1 antibody, were scratched with a 10 μl micropipette tip and the gap widths (1 mm at day 0) were measured after 24 and 48 h. Wound healing was estimated after 48 h as cellular density related to a fixed wounded area (1 mm^2^). Results showed that the cytomix exposure caused a delay in healing as compared to untreated cells (cellular density: cytomix 16.63 ± 0.95; UN 187.84 ± 8.25), however, co-treatment with DPG or with anti-HMGB1 antibody strongly reduced the delay, showing a complete repair after 48 h (cellular density: cytomix + DPG 171.15 ± 9.30; cytomix + anti-HMGB1 antibody 167.72 ± 17.78). Besides also B-box exposure caused a delay in healing strongly reduced by DPG (cellular density: B-box 26.39 ± 7.22; B-box + DPG 131.89 ± 11.53) (Figure 3C and Supplementary Figure 1C). Finally, the functionality of intestinal epithelial barrier was analyzed through the trans epithelial electrical resistance (TEER), a widely accepted quantitative technique to measure the integrity of tight junction (TJ) dynamics. TEER was applied to Caco2 cells that, when cultured until confluence, become a monolayer and differentiate spontaneously to enterocytes developing TJ on the apical side and getting excellent barrier functions (2 weeks culturing). After differentiation, cytomix or DPG+cytomix were given to the apical side of Caco2. Results showed that TEER values were significantly decreased in cells exposed to cytomix compared to physiological condition, indicating a loss of barrier functions (TEER value: 40% vs., untreated cells (TEER value: 100%) after 96 h of culture), while, DPG addition caused a sharp increase of TEER values, indicating a reliable recovery of barrier functions (TEER value: 70% after 96 h of culture) (Figure 3D).

### DPG Accelerates MH During the Recovery Phase Following the DSS-Induced Colitis in Mice by Differently Regulating Pro-inflammatory and Wound Healing Genes

To investigate the effects of DPG on MH during the recovery phase following the induction of acute colitis, a time-course experiment was set up: mice were treated with DSS for 5 days and then with DPG (or a vehicle as placebo) for following 6-24-72-144-216 h (recovery time). Firstly, weight, colon length, clinical score and histological score were assessed. Results showed that mice treated with DPG had a faster recovery already visible at 24 h (day 6). Full recovery was obtained at 72 h (day 8) in DPG-treated mice and at 144 h (day 11) in vehicle-treated mice. In particular, at 24 h, DPG-treated mice recovered weight: 95 ± 2 vs. 87 ± 1.1% of vehicle-treated mice (*p* < 0.01) (Figure 4A); colon length: 7.5 ± 0.43 cm vs. 5.7 ± 0.33 cm of vehicle (*p* < 0.01) (Figure 4B); clinical score: 2.0 ± 0.2 vs. 1.4 ± 0.25 of vehicle (*p* ≤ 0.05) (Figure 4C); histological score: 0.9 ± 0.2 vs. 1.9 ± 0.3 of vehicle (*p* < 0.01) (Figures 4D,E).

**Figure 4:**
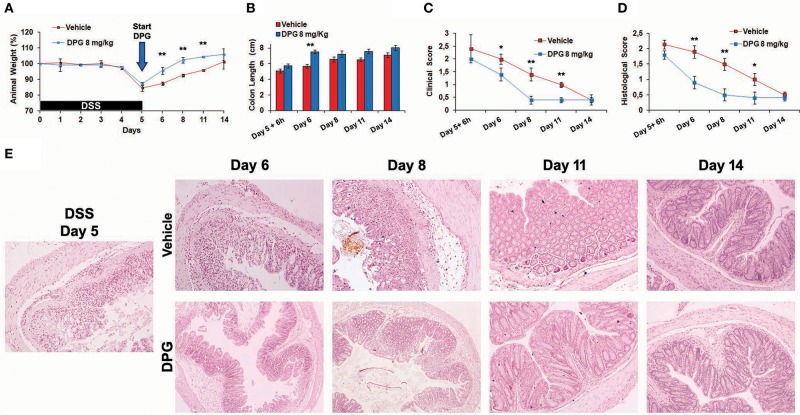
DPG accelerates mucosal healing during recovery phase of DSS-induced acute colitis. C57BL/6 mice were treated with 3% DSS for 5 days and then were untreated or treated with DPG (8 mg/kg) for successive 9 days. Following parameters were analyzed: **(A)** weight loss; **(B)** colon length; **(C)** clinical score (stool consistency, presence of blood in stool and general appearance); **(D)** histological score; **(E)** morphology of the colon evaluated through histological analysis (40x magnification in the image). Five animals per experimental group were used. Statistical analysis: Kruskal-Wallis Test with Dunn's Multiple Comparisons *post-Test*. *p < 0.05, **p < 0.01. UN, untreated animals; DSS, dextran sulfate sodium; DPG, dipotassium glycyrrhizate.

Furthermore, since results above show that the highest recovery rate occurred in the time window between 6 and 72 h (following the interruption of DSS), the mRNA levels of previously identified 19 genes were also analyzed in this time lapse. Results showed, post-DSS treatment, an increase of inflammatory molecules CXCL1, CXCL3, CXCL5, PTGS2, IL-1β, IL-6, CCL12, and CCL7 that were significantly reduced (24 h: *p* < 0.001: CXCL1, CXCL3; *p* < 0.01: PTGS2, IL-1β, IL-6; *p* < 0.05: CXCL5, CCL7, CCL12, IL-10) within the 72 h (back to control values) by DPG treatment (Figure 5A). Interestingly, DPG induced a significant increase (24 h: *p* < 0.001: MMP9, PLAUR, FGF2; *p* < 0.01: COL3A1, VTN, SERPINE, CSF3, FGF7; *p* < 0.05: TIMP1) of genes more directly involved in the wound healing, such as COL3A1, MMP9, VTN, PLAUR, SERPINE, CSF3, FGF2, FGF7, PLAT, and TIMP1, at earlier time (between 6 and 24 h) (Figure 5B). Noticeably, this result is not observed in untreated mice. Among all, the two most up-regulated genes by DPG, VTN and PLAUR, were also analyzed by western blot. Results confirmed that protein expression of both genes was significantly increased by DPG (VTN: 24–72 h *p* < 0.01; PLAUR: 6–24 h *p* < 0.01, 72 h *p* < 0.01) between 6 and 72 h comparing to untreated mice, but expression came back to control values at the end of treatment (day 14) (Figure 5C).

**Figure 5:**
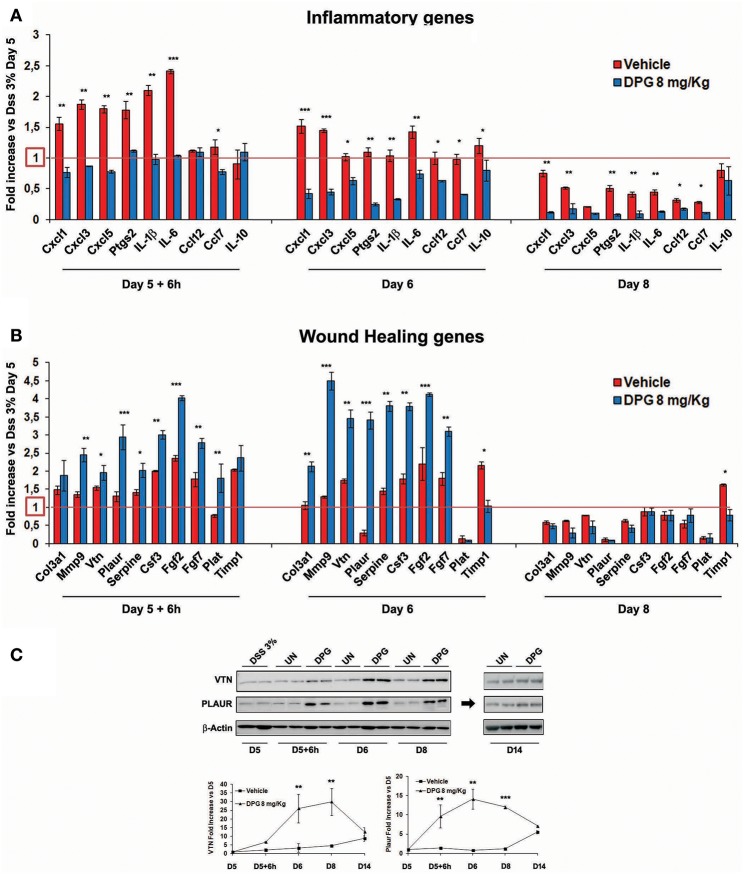
DPG improves mucosal healing *in vivo* by reducing pro-inflammatory genes and increasing wound healing genes. C57BL/6 mice were treated with DSS for 5 days and then were untreated or treated with DPG (8 mg/kg) for successive 9 days. During remission phase, gene expression of all **(A)** pro-inflammatory and **(B)** wound healing genes, previously identified, was analyzed by real-time PCR at the following time point: 5th day+6h, 6th day, and 8th day. Real-time PCR values are mean +/– St. dev. of 5 animals per experimental group and data represent the target gene expression normalized to the reference gene. The expression level after 5 days of DSS treatment was taken as 1 for each gene. **(C)** VTN and PLAUR were also analyzed by western blot. Upper panel: western blot; bottom panel: fold increase vs. day 5th calculated using optical densitometry. Five animals per experimental group were used. Statistical analysis: Kruskal-Wallis Test with Dunn's Multiple Comparisons *post-Test*.*p < 0.05, **p < 0.01, ***p < 0.001. UN, untreated animals; DSS, dextran sulfate sodium; DPG, dipotassium glycyrrhizate.

### The ECM Remodeling Proteins PLAUR and VTN Are Crucial to Achieve MH During DPG Treatment

To investigate *in vitro* the role in MH of PLAUR, the most DPG-activated gene during the recovery phase from colitis at 6 h, as well as its ligand VTN, we observed the ability to repair and barrier function recovery of intestinal epithelial cells, exposed in time order to cytomix and DPG, in which VTN and PLAUR were alternately inhibited by specific antibody. Hence, Caco2 and HT29 cells were exposed to the cytomix for 24 h and then exposed to DPG for the following 6, 24, and 48 h. Firstly, results revealed that PLAUR and VTN expression significantly increased (*p* < 0.001) at 6 h following DPG and came back to normal values from 24 to 48 h (Figure 6A). Since this effect could indicate that these genes were required for an efficient MH, we carried out a scratch test and a TEER assay in inflamed epithelial cells in which VTN or PLAUR were inhibited by specific antibody. Thus, Caco2, and HT29 cells were treated with cytomix for 24 h, then cytomix was removed and DPG or DPG+antibody anti-VTN or DPG+antibody anti- PLAUR were added for the following 48 h for scratch test and up to 72 h for TEER assay. Results showed that the increase of TEER and wound closure rates induced by DPG was reverted by inhibition of VTN or PLAUR, suggesting that both genes are crucial in achieving MH during DPG treatment (Figures 6B,C).

**Figure 6:**
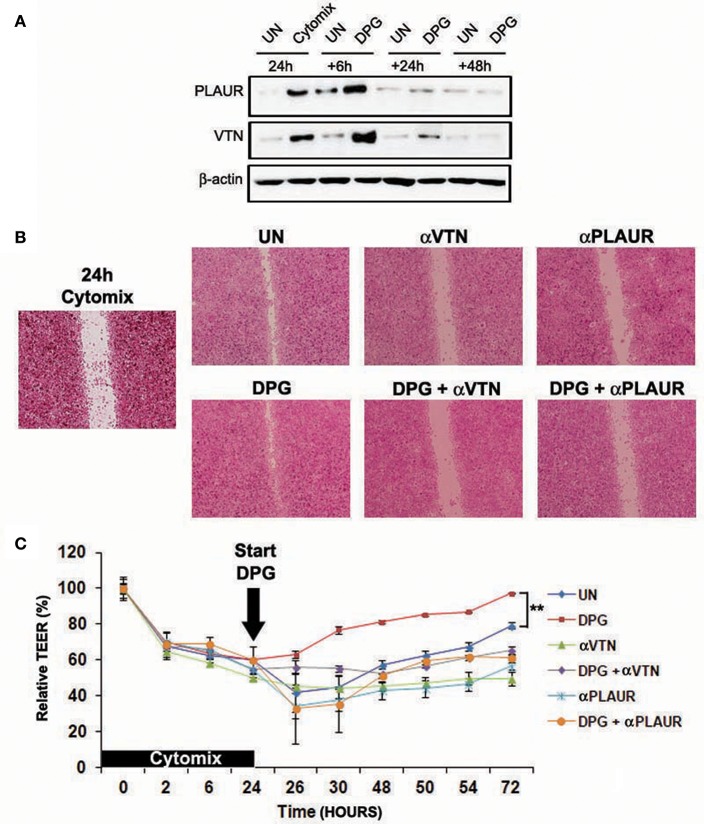
Proteins VTN and PLAUR are fundamental to achieve mucosal healing during DPG treatment *in vitro*. HT29 cells were pre-treated with cytomix for 24 h and then were exposed to DPG for 6, 24, and 48 h. **(A)** VTN and PLAUR expression was analyzed by western blot. In the same experimental condition as above HT29 or Caco2 were treated with DPG, with an anti-Plaur antibody or with the inhibitor of VTN, alone or in combination with DPG and **(B)** wound healing and **(C)** epithelial barrier integrity were evaluated by scratch test (HT29) and TEER (Caco2), respectively. The experiments were repeated in triplicate. Statistical analysis: Mann- Whitney test **p < 0.01. UN, untreated cells; DPG, dipotassium glycyrrhizate.

## Discussion

Gut MH is a complex and dynamic process of replacing devitalized and missing cellular structures and tissue layers involving the coordinated activity of intestinal epithelial cells (20, 21). The ability of factors in modulating MH proteins and enhance intestinal repair mechanisms may form the basis of future approaches for treating diseases characterized by epithelial surface damage (22), since MH is emerging as a critical endpoint in clinical trials and practice (4). Indeed, it was shown that IBD patients who achieve and maintain MH have more favorable long-term outcomes compared to patients who do not get it (5). In the past two decades, anti-TNFα therapy was found to induce endoscopic remission and sustained mucosal healing (23), however, many patients (~40%) do not respond, lose their response during treatment, or develop complications due to side effects (24, 25). Recently, additional therapies were aimed to improve MH, such as vedolizumab (integrin blocker) and ustekinumab (anti-p40 subunit of IL-12/IL-23), mainly in patients unresponsive to anti-TNFα, but beneficial results are still variable and side effects persist (19, 26, 27).

In a previous study, the DPG was shown to importantly reduce the DSS-induced colitis in mice without collateral effects (17). In the present study, we firstly aimed to assess *in vivo* the ability of DPG to modulate a panel of MH genes. Accordingly, we induced the experimental acute colitis in mice and observed that DPG strongly down-regulated to control values 20 genes involved in different MH pathways (mainly represented by cytokine, chemokine and ECM genes), altered by inflammation. 

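Against untreated mice, the 20 genes took different positions in mice given DSS and DPG. The test rests on array repeats of a single pool per group, so it compares pools and cannot judge the level in mice. Cxcl1 and Ccl12 did not differ past the test from UN (log2 fold changes 0.033, standard error 0.097, and -0.050, standard error 0.061, 3 arrays per group). A further 11 genes stayed higher than in UN, among them Cxcl3 (8.75-fold), Il10 (8.73-fold), Csf3 (8.04-fold), Il1b (7.33-fold), Il6 (5.58-fold), Ccl7 (4.80-fold), Tnf (4.22-fold) and Timp1 (4.11-fold). The other 7 were lower than in UN: Fgf7 4.26-fold, Col3a1 4.19-fold, Fgf2 3.82-fold, Vtn 3.59-fold, Plat 2.36-fold, Ptgs2 1.77-fold and Mmp9 1.52-fold. Mmp9 did not pass without B2m in the reference (-0.40), with Gapdh alone (-0.28), with the median Ct of the panel (-0.19), in a fit of only the groups compared, or without replicate 3 or any 1 of the UN arrays. Of the 20 genes, 5 lay within 2-fold of UN. Adjusted p from limma ranged from 2.09e-11 for Il1b to 0.751 for Cxcl1. Over the 82 panel genes tested, 75 differed between DSS+DPG and UN, 18 upward and 57 downward. Ifng, the interferon of T cells, had the largest excess over UN (22.9-fold), and Ctgf the largest deficit (10.7-fold lower). With Itga3, Mif and Hsp90ab1 as the reference Cxcl1 was lower than in UN (-0.39), and without B2m in the reference Ccl12 was higher (0.16). With raw Ct and no reference every value against UN is 1.44 lower on the log2 scale (Cxcl3 1.69), and Cxcl1 (-1.41) and Plaur (-0.28) were lower than in UN while Cxcl5 did not pass.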

To deeply explore *in vitro* the effects of DPG on the gut barrier during the acute phase of inflammation, intestinal epithelial cells were co-exposed to inflammatory agents and DPG. Structural integrity of the intestinal epithelium was investigated by analyzing the modulated expression of the adhesion molecule, zonulin-1, and the dynamic alteration in actin fiber development. We found that DPG noticeably improved the expression levels of zonulin-1, strongly decreased by inflammation, and reduced the number of F-actin stress fibers resulting in response to inflammatory stimuli, altering the cell cytoskeleton organization. Moreover, since epithelial cell migration during healing represents an important mechanism to rescue the tissue integrity, we also looked at wound closure ability of intestinal cells and found that DPG significantly accelerated the healing rate during inflammation, improving epithelial barrier integrity but also its proper functioning, as seen by TEER assay. Of interest, rescue in tissue integrity due to DPG was observed when inflammation was trigger both by cytomix or B-box, suggesting that this effect is mediated by HMGB1 inhibition.

All these findings highlight the efficacy of DPG on improving wound healing during acute inflammation and, consequently, promoting the mucosal integrity, that is essential to preserve the epithelial functions. Indeed, patients with different gastrointestinal disorders, such as IBD, acute gastritis or pancreatitis, and celiac disease, are all phenotypically characterized by severely compromised epithelial barriers (22, 28) and re-establishment of barrier integrity is often associated with clinical remission and improved outcome (29).

In our study we found that the, DPG, an HMGB1 inhibitor, promote healing. Recently Tirone et al. (30), showed that HMGB1 promotes healing. Although these studies seem to disagree each other, the differences could be explained by the HMGB1 redox state. Indeed literature data reported that fully reduced HMGB1 (fr-HMGB1) acts as a chemo attractant for cells (31), whereas HMGB1 containing a disulfide bond (ds-HMGB1) is a pro-inflammatory molecule (32); further cysteine oxidation to sulfonates by reactive oxygen species abrogates both activities (33). To dissect the various activities of HMGB1, Tirone et al. created a mutant (3S) in which the cysteines are replaced with serines, which are resistant to sequential oxidation. Collectively, their results revealed that, after acute injury, muscle and liver regeneration were specifically promote by fr-HMGB1 and 3S. Furthermore, HMGB1 activities was analyzed during sterile injury. In our study we tested the effect of DPG, an HMGB1 inhibitor, on healing promotion in an inflammatory context. Probably, in our condition the prevalent form of HMGB1 should be the ds-HMGB1, with cytokine-inducing activity, and the DPG inhibiting it promotes healing.

Besides, we were interested to assess the effects of DPG during the recovery phase from colitis, as well. Thus, in a second set of experiments, mice were exposed to DSS and then let untreated (controls) or were treated with DPG for following 6, 24, 72, 144, or 216 h (recovery time). Intriguingly, we found that DPG-treated mice showed an evident improvement of body weight, colon length, clinical, and histological score as compared to controls. More interestingly, we observed since the earliest time (6 h) an opposite effect of DPG on MH gene expression: a significantly decrease of inflammatory genes (CXCL1, CXCL3, CXCL5, PTGS2, IL-1β, IL-6, CCL12, CCL7) and a simultaneous increase of ECM components/remodeling enzymes (COL3A1, MMP9, VTN, PLAUR, SERPINE, CSF3, FGF2, FGF7, PLAT, and TIMP1). These results clearly suggest that, within a narrow time window (between 6 and 24 h from the ending of DSS and the beginning of DPG treatment), while DPG is reducing inflammation, concurrently, is prompting the tissue rescue by implementing ECM remodeling genes. When inflammation is dampened (72 h following DPG treatment), ECM remodeling genes as well as inflammatory genes were wholly down-regulated. It is worth noting that it was possible to highlight the dual achievement of DPG only setting up a recovery phase experiment, indeed, we did not have this evidence in mice with the acute colitis.

These data drawn our attention on the role of ECM in MH. ECM is a highly dynamic structure present in all tissues continuously undergoing controlled remodeling that is critical for regulating the morphogenesis of different organs, including the intestine. Interestingly, ECM is established to be integral to wound healing, with a close relationship occurring between ECM deregulation and altered healing. In order to understand whether the ECM remodeling enzyme PLAUR, the most activated gene by DPG during the earlier recovery phase from colitis, as well as its ligand VTN, were critical for DPG-induced MH, we exposed to cytomix followed by DPG the intestinal cells, in which the two genes were alternately inhibited by specific antibodies. PLAUR, also known as urokinase-type plasminogen activator receptor (uPAR) is a part of the plasminogen activation system and is activated by several ligands as Serine protease urokinase-type plasminogen activator (uPA), VITRONECTIN (34) and inhibited by SERPINE1 (35).

Results showed that wound healing ability as well as epithelial barrier functions were importantly impaired by inhibition of both genes in inflamed cells then exposed to DPG. This evidence strongly suggests that VTN and PLAUR expression is mandatory to promote tissue repair even in cells in which MH is improved by DPG treatment. It is worth noting that under physiological conditions, PLAUR is thought to have fairly limited tissue expression. This receptor is expressed during ECM remodeling, for example in gestational tissues during embryo implantation and placental development (36) and in keratinocytes during epidermal wound healing (37). Stress, injury and inflammation also induce PLAUR expression. PLAUR-deficient mice exhibit pathological abnormalities related to PLAUR proteolytic function, including dermal fibrosis (38) and exacerbation of experimentally induced kidney fibrosis and nephropathy (39).

In conclusion, this study shows for the first time that: (1) DPG is able to modulate *in vivo* MH genes and restore *in vitro* the proper structural organization, wound repair ability and functionality of intestinal epithelial barrier during acute inflammation; (2) DPG increases ECM remodeling gene expression during the earlier recovery phase following the induction of colitis in mice; (3) the ECM genes, PLAUR and VTN, are pivotal to get MH in cells treated with DPG.

We are suggesting that the use of DPG would represent in the future an innovative and powerful tool for the treatment of human inflammatory complex disorders, including IBD.

## Ethics Statement

Experimental procedures were previously approved by the Ministry of Health and the study was carried out in accordance with the Italian regulations on animal welfare. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Italian National Agency for New Technology, Energy and Sustainable Economic Development (ENEA-Permit Number: 1175/2016-PR).

## Author Contributions

LS and RV conceived and designed experiments. LS, FP, and ABM performed experiments and analyzed data. AN contributed to data analysis. EC and VC supervised *in vitro* analysis. SC and SI supervised the work. LS and RV wrote the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Material 1 Complete data set and False Discovery Rate of the microarray performed.

Supplementary Figure 1 DPG improves *in vitro* epithelial barrier functions and morphology. Zonulin-1 and F-actin expression and localization were determined by immunofluorescence in HT29. Treatment with DPG increases expression of **(A)** Zonulin-1 and reduces level of **(B)** F-actin altered by Cytomix. DPG significantly improved **(C)** wound healing in Caco2 cells, inhibited by Cytomix. UN, untreated cells; DPG, dipotassium glycyrrhizate.

How the deposited data were processed for this re-analysis (not part of the article)

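The expression of 84 genes of wound healing was measured by PCR array in 3 pools of colon RNA, each from 5 mice: untreated mice, mice given 3% DSS, and mice given 3% DSS with 8 mg/kg/day DPG, all taken after 7 days. Each pool was run on 3 arrays. The sample labels and the paper gave the same 3 groups, and no array was left out.

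The authors deposited the raw Ct of each well, which is a log2 scale with no normalization. They also deposited averages over the 3 arrays of a group made with the array maker's web software, whose version is not given in the sources used here: the mean Ct and mean delta Ct on the log2 scale, each with its SD, the ratio 2^-delta Ct, and the fold change against UN. The authors also deposited fold regulation, a score that is the fold where it is at least 1 and minus its inverse where it is below 1. For DSS+DPG against DSS this score does not follow from the same averages. Its folds of DSS over DSS+DPG are 1.08 times (median) those of the paper's table, which do follow from them. The deposited p-values come from the authors' t-test on 2^-delta Ct and are not adjusted. The authors' own false discovery rate sheets were not used, since they follow from those p-values. The column of p-values for DSS+DPG against UN was not used. The deposited average Ct matched the mean of the raw Ct within 0.1 cycle in all 288 combinations of gene and group for the panel, housekeeping and control wells.

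All values in the passages were computed from the raw Ct, apart from those stated to come from the authors' deposited table of p-values. Wells with no Ct or a Ct above 38, the highest value in the authors' averages, were set to 38. Delta Ct is the Ct minus the arithmetic mean Ct of Actb, B2m, Gapdh, Gusb and Hsp90ab1 in the same array. Minus delta Ct was fitted with limma 3.58.1 in R 4.3.3 over all 9 arrays with no block, so that the 3 groups share 1 estimate of the spread. Adjustment was by Benjamini-Hochberg over the panel genes tested, 84 for the comparisons with DSS and 82 for DSS+DPG against UN, where Ctsg and Fga had no Ct below the limit in either group. Genes with adjusted p under 0.05 were counted, and those with a fold of at least 3.5 were counted again. Housekeeping and control wells were compared by exact permutation tests. The method was tested on 20 simulated data sets per comparison with known changes, in which the housekeeping genes shifted only together. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

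The 5 housekeeping genes, the limit of 38, the fold of 3.5, the gene lists and the alternatives were set before the deposited data were examined. At that time the values of Table 2 and of the supplementary workbook had been seen. The workbook holds raw Ct from most of the same arrays, so these choices were not made blind to the data. The genes named are the 24 that the paper lists, the 5 largest rises and 5 largest falls in each comparison among genes past the test with no overlap between arrays, the 2 members of each array class with the largest change in each comparison with DSS, all housekeeping genes, control wells and cell type markers, and any gene whose deposited average differed from the raw Ct by over 0.1 cycle, of which there were none. Other genes are named where a count of 11 or fewer is listed or where the gene lies near the threshold, and these were chosen after their values were seen. Lists were the 6 functional groups of the paper, the 7 classes of the array and markers of epithelium, smooth muscle, fibroblasts, lymphocytes, and neutrophils and macrophages, all drawn from the 84 genes, so the marker lists are short and share members with the classes.

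The alternatives were other references (the geometric mean of the 5 housekeeping genes, each of them left out, Gapdh alone, the geometric mean of Itga3, Mif and Hsp90ab1, the median Ct of the panel, none), limits of 35 and 40 cycles, only genes with every Ct below 35, the authors' averages, the t-test of the deposited tables, unadjusted p, a fit of only the groups compared, the replicate number as a block, leaving out arrays, and a threshold of 2-fold. The real-time PCR, western blot and cell culture experiments were not analysed here. The results of some single genes that these rules name are not reported here, although the genes are part of every count.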

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

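All tests of explanations in this part were chosen after the results they test were seen.

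Genes outside those that the paper discusses moved in 3 ways. In DSS+DPG 57 of 82 genes were lower than in untreated mice, 11 genes fell at least 3.5-fold with DPG without having risen 3.5-fold with DSS, and 25 of 84 genes were lower in DSS than in UN. Of the 11, 9 had risen with DSS past the test, by less than 3.5-fold. The 11 become 27 with Itga3, Mif and Hsp90ab1 as the reference, 40 with raw Ct and 5 with the panel median, and the 25 become 16 with Itga3, Mif and Hsp90ab1 or with Gapdh alone and 47 with the panel median. Each is a signal in genes that the paper does not discuss, apart from Col3a1 among the 11 and 7 of the paper's 20 genes among the 57. Groups of 3 arrays were not tested for an array far from the others.

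Over the 10 splits of 6 arrays into 3 and 3, too few for a share under 0.05, only 1, the real one, gave counts as large in each comparison: 77 changed and 23 raised at least 3.5-fold for DSS against UN, 75 changed and 29 lowered at least 3.5-fold for DSS+DPG against DSS, and 75 changed for DSS+DPG against UN, with 0 as the highest of the other splits each time. Over 100 splits of the 9 arrays into 3 groups, 1 gave an overlap as large as the real 18, with 2 as the highest of the others. The arrays of a group repeat 1 pool, so these splits set differences between pools against the spread of array repeats and exclude nothing about differences between mice.

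The fall of most panel genes in DSS+DPG against DSS came with later Ct in all 5 housekeeping genes. Less template in the DSS+DPG arrays, alike for every gene, would delay panel and housekeeping genes by the same amount, but the median panel gene came 2.51 cycles later, 0.80 more than B2m, the housekeeping gene delayed most, so it is not the whole cause, while a shared shift as part of the fall was not tested. Weaker reverse transcription or PCR would delay the control wells, but the reverse transcription wells came at -0.23 cycles, which is earlier, and the PCR wells at -0.04, while the housekeeping mean came 1.21 cycles later. With references made of the housekeeping genes or of Itga3, Mif and Hsp90ab1, the panel median lay between -2.13 and -1.10, so the choice among these does not remove the fall. The genes that DSS raised fell by more than the rest (difference of means -2.18), but the DSS pool enters both comparisons, so an effect of DPG and chance in that pool cannot be told apart, and RNA integrity, which is not given in the sources used here, was not tested.

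The fall of smooth muscle genes in DSS against UN was unequal. The 3 genes ranged over 2.45 on the log2 scale, from Tagln (transgelin, -0.70) to Actc1, and since their share in other cells was not measured, a lower share of smooth muscle cells stays open. B2m, which DSS raised, is not the whole cause as part of the reference for Acta2 (-1.16 without it) and Actc1 (-2.82), but Tagln no longer passed (-0.37, adjusted p = 0.0801 from limma), so for Tagln it stays open. Relative to the panel, with its median as the reference, the same 3 genes were higher in DSS+DPG than in DSS (median 1.33), while with the 5 housekeeping genes 2 fell and 1 rose.

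The fall of genes below UN in DSS+DPG held over the choice of housekeeping genes. The lowest count over references made of the housekeeping genes or of Itga3, Mif and Hsp90ab1 was 47, and the highest 61. An effect of DPG stays open as an untested explanation, since each group is 1 pool.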

How the results depend on the processing

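The reading of raw Ct from the supplementary workbook, and the joint use of Itga3, Mif and Hsp90ab1 with the t-test of the deposited tables and unadjusted p, were chosen after the data were seen.

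The counts of changed genes stayed within 1.5 times their values in all 29 alternatives set beforehand, at 67 to 79 for DSS against UN, 71 to 79 for DSS+DPG against DSS and 69 to 78 for DSS+DPG against UN. The genes raised at least 3.5-fold with DSS numbered 13 to 36 (within 1.5 times in 30 of 32 alternatives), those lowered at least 3.5-fold with DPG 12 to 59 (27 of 32), and those that did both 7 to 30 (30 of 32). For the genes named, over all alternatives, 3934 values kept their direction and side of the threshold, or moved by less than the array spread, 66 lost and 29 gained the threshold, 128 values with no test moved and 69 reversed. The cause was not tested for any value below, apart from what the construction of the alternative gives.

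With the geometric mean of Itga3, Mif and Hsp90ab1 as the reference, 49 genes fell at least 3.5-fold with DPG, and the panel medians were -2.13 for DSS+DPG against DSS and 1.11 for DSS against UN. Itga3, among the genes that follow, is itself part of this reference. For DSS+DPG against DSS, Mmp7 (-0.14), Cdh1 (-0.53), Itga3 (-0.57), Itga6 (-0.74) and Mapk3 (-0.088) turned negative, and for DSS+DPG against UN Col1a1 (-0.32), Itga3 (-0.15) and Cxcl1 (-0.39). The deposited average delta Ct gave these same values, and with the t-test of the deposited tables and unadjusted p this reference again gave 49. Of the changed genes 2 were higher and 75 lower with DPG, where the 5 housekeeping genes gave 11 and 64.

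For DSS against UN the panel median was 0.66 with the geometric mean of the 5 housekeeping genes, 0.75 without Actb, 1.04 without B2m, 0.59 without Gapdh, 0.67 without Gusb, 0.49 without Hsp90ab1 and 1.18 with Gapdh alone. For DSS+DPG against DSS it was -1.41 without Actb, -1.43 without B2m, -1.26 without Gapdh, -1.10 without Hsp90ab1 and -1.45 with Gapdh alone. Ccl12 was higher in DSS+DPG than in UN without B2m (0.16) and with Gapdh alone (0.28). For DSS against UN Itga3 was lower without Gapdh (-0.105) and without Hsp90ab1 (-0.20). Without Hsp90ab1, Col1a2 (-0.089) and Col5a2 (-0.016) turned negative for DSS against UN and Col14a1 (0.10) positive with DPG, none of them past the test. With Gapdh alone 61 genes were higher and 16 lower in DSS than in UN, against 52 and 25.

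With the median Ct of the panel as the reference, 13 genes rose at least 3.5-fold with DSS, 12 fell with DPG and 7 did both, and the panel medians reversed, to -0.61 for DSS against UN and 0.43 for DSS+DPG against DSS. This reference comes from the panel genes themselves, so by construction it removes a shift that they share. Rises and falls became more even in both comparisons of DSS+DPG. For DSS against UN they turned from mostly higher to mostly lower. The counts higher and lower were 23 and 47 for DSS against UN, 48 and 26 for DSS+DPG against DSS, and 27 and 45 for DSS+DPG against UN, where the 5 housekeeping genes gave 18 and 57. For DSS against UN, Col1a1 (-0.82), Col1a2 (-1.19), Col5a1 (-0.81), Col5a2 (-1.12), Col5a3 (-1.24), F13a1 (-0.26), Mmp2 (-0.068), Itga3 (-1.30), Itga4 (-0.37), Itgb6 (-0.86), Cd40lg (-0.0083), Il4 (-0.25) and Tgfbr3 (-0.0017) turned negative. For DSS+DPG against DSS, Col14a1 (1.63), Col1a1 (1.34), Col5a1 (0.018), Fga (1.26), Mmp2 (0.085), Itga5 (0.30), Itgav (0.21), Itgb6 (0.79), Acta2 (1.32), Tagln (0.61), Ifng (1.03), Il2 (0.62), Hgf (0.78) and Tnf (0.12) turned positive, and for DSS+DPG against UN Mmp2 (0.017) and Ccl12 (0.36).

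With raw Ct and no reference, 59 genes fell at least 3.5-fold with DPG, the medians were -2.51 and 0.48, and 0 genes were higher and 78 lower with DPG. For DSS against UN, Col1a2 (-0.11), Col5a2 (-0.033) and Itga3 (-0.22) turned negative. So did Col5a3, with a mean Ct of 28.95 in UN and 29.11 in DSS, where the mean delta Ct was 6.954 and 6.88. For DSS+DPG against DSS, Mmp7 (-0.53), Cdh1 (-0.92), Itga3 (-0.95), Itga6 (-1.12), Actc1 (-0.11) and Mapk3 (-0.47) turned negative. For DSS+DPG against UN, Col1a1 (-1.34), Plaur (-0.28), Itga3 (-1.17), Cxcl1 (-1.41) and Il2 (-0.92) did.

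With a limit of 35 cycles, or only genes with every Ct below 35, the median for DSS against UN was 0.51, and at a limit of 35 the value of Fga with DPG turned positive (1.19). Fga gave no Ct in any DSS+DPG array, so this value shows no rise. A limit of 40 gave medians of -1.35 and 0.76. A threshold of 2-fold gave 36 genes up, 48 down and 30 both, by its construction.

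Leaving out 1 array, or 1 replicate number from all groups, gave 67 (without replicate 3) to 78 changed genes for DSS against UN, with 21 to 24 raised at least 3.5-fold, 73 to 76 for DSS+DPG against DSS, with 28 to 31 lowered, 18 that did both each time, and 72 to 77 for DSS+DPG against UN. The medians ranged from -1.34 to -1.27 and from 0.70 to 0.77. Fga, with Ct near the limit, gave no Ct in any DSS+DPG array, so its values with DPG are upper bounds. They turned slightly positive without DSS replicate 2 (0.18) and without replicate 2 of all groups (0.19), over a range from -0.83 to 0.19, which shows no rise. Fga then rose less than 3.5-fold with DSS, as did Mmp7 without UN replicate 2.

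The raw Ct of the supplementary workbook, with 2 arrays per group, gave 67, 73 and 72 changed genes, 21 up, 31 down, 16 both, and medians of -1.33 and 0.69. With the replicate number as a block the counts were 77, 75 and 76. Arrays of the same number correlated over genes, after the group means were removed, with r from -0.19 to 0.34 (median 0.073), and 4 of 9 arrays were closest to one of their own number.

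Detection limits Fga, Ctsg and Plg, which lay at or near 38 cycles in most arrays.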

Differences from the paper's values

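The folds of DSS over UN in the paper's table lie within 1.5 times of the values here for all 23 of its 24 genes compared here. The falls with DPG differ for 22 of the 23, that is by over 1.5 times and by more than the spread of the arrays, or in direction. The other is Fga (-2.46 in the paper and -1.39 here), also over 1.5 times apart, but it gave no Ct in any DSS+DPG array, so the value here is a bound that a larger fall does not contradict. As the paper's value, then the value here (fold regulation of DSS+DPG against DSS, negative for a fall), they are: Il10 -9.35 and -5.27, Il1b -37.48 and -21.1, Il6 -102.17 and -57.6, Tnf -5.43 and -3.06, Ccl12 -10.94 and -6.16, Ccl7 -7.15 and -4.03, Cxcl1 -37.57 and -21.2, Cxcl3 -165.97 and -93.5, Cxcl5 -21.33 and -12.0, Col3a1 -20.75 and -11.7, Vtn -40.55 and -22.8, Csf3 -55.9 and -31.5, Fgf2 -27.25 and -15.4, Fgf7 -28.67 and -16.2, Mmp9 -15.05 and -8.48, Timp1 -8.5 and -4.79, Plat -24.16 and -13.6, Plaur -8.78 and -4.95, Ptgs2 -30.87 and -17.4, Ifng -2.87 and -1.62, Hgf -3.42 and -1.93, and Mmp7 -1.11 and 1.61, which here is a rise.

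Among the alternatives set before the deposited data were examined, none of the 23 falls differ with the geometric mean of Itga3, Mif and Hsp90ab1 as the reference, with the deposited average delta Ct, or with raw Ct and no reference, though raw Ct makes 21 of the 23 folds of DSS over UN differ. The geometric mean of Itga3, Mif and Hsp90ab1 is the reference that the deposited average delta Ct implies. Its match, and that of the deposited average delta Ct, is therefore not independent of the authors' values. The other alternatives set beforehand that were compared leave 21 to 23 of the falls differing: the geometric mean of the 5 housekeeping genes, each housekeeping gene left out, Gapdh alone, the panel median, limits of 35 and 40 cycles, only genes with every Ct below 35, the deposited average Ct, the t-test of the deposited tables, a fit of only the groups compared, the replicate number as a block, and each array or replicate number left out. Unadjusted p and the 2-fold threshold leave the folds as they are and were not compared. Leaving out Hsp90ab1 makes 21, and the panel median 22, of the 23 folds of DSS over UN differ.

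Over all 84 genes of the paper's table, the fold for DSS+DPG against DSS differs by over 1.5 times in 84 genes, with a median log2 difference of 0.83, and has the opposite sign in 12, among them Col4a3, Ctsg, Mmp7, Plg, Cdh1, Itga3, Itga6, Tgfa, Vegfa, Ctnnb1 and Mapk3. Ctsg and Plg lay at the limit of 38 in all 3 DSS+DPG arrays and in 2 DSS arrays, so their direction here cannot be told and does not contradict the paper. For DSS against UN 0 genes differ by over 1.5 times, with a median log2 difference of -0.40, and 6 have the opposite sign: Ctsl, F3, Itga2, Itgb5, Hbegf and Mif. Both medians equal the shift between the 5 housekeeping genes and the reference that the deposited average delta Ct implies. That shift multiplies folds by 1.77 with DPG and by 1.32 with DSS, on either side of the 1.5 used here. The counts of 84 and 0 therefore reflect the reference and not single genes.

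The paper lists Col3a1 among the genes raised past its threshold of 3.5-fold by DSS, and here it rose 2.79-fold. It passes 3.5-fold with Itga3, Mif and Hsp90ab1 as the reference, without B2m, with Gapdh alone and with the deposited average delta Ct, and it passes the 2-fold threshold. The paper lists Tnf among the genes lowered past 3.5-fold by DPG, and here it fell 3.06-fold. It passes 3.5-fold with Itga3, Mif and Hsp90ab1, with the deposited average delta Ct and with raw Ct, and it passes the 2-fold threshold. At the threshold of 3.5-fold, with an adjusted p under 0.05 from limma added, 23 of the paper's 24 genes were called up and 18 of its 20 were called in both directions, and no other gene. With Itga3, Mif and Hsp90ab1 as the reference, and with the deposited average delta Ct, all 24 and all 20 are called, together with Cxcl11 and Il2, which the paper leaves out. The same reference with the t-test of the deposited tables and unadjusted p, chosen after seeing the values, calls 23 of the 24, dropping Fga, and all 20, again with Cxcl11 and Il2. The raw Ct of the supplementary workbook, also chosen after seeing the values, calls 20 of the 24 and 15 of the 20, dropping Col3a1, Vtn, Fgf2, Fgf7 and, for the fall, Tnf, and adding Il2 for the rise and Hgf for both directions. A threshold of 2-fold calls all 24 and all 20, with 12 and 10 other genes.

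The paper states that DPG brought these genes back to the level of controls. Over the paper's 20 genes, 2 did not differ past the test from UN, 11 were higher and 7 lower, and 5 lay within 2-fold of UN. The test rests on array repeats of a single pool per group, so it compares pools and cannot judge the level in mice. The paper also measured these genes by real-time PCR in individual animals, and some as proteins by western blot, which were not analysed here.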

Other observations

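The tests of a shared reference and of the order of the arrays, below, were chosen after the data were seen. Smooth muscle genes were low in both groups given DSS. All 3 (Acta2, Actc1 and Tagln) were lower in DSS than in UN (median log2 fold change -1.49) and in DSS+DPG than in UN (median -1.90). For DSS against UN Tagln (-0.70) did not pass without B2m in the reference (-0.37), with Gapdh alone (-0.22), with Itga3, Mif and Hsp90ab1 (-0.29), with the t-test of the deposited tables or without replicate 3. Of the 4 lymphocyte genes, Cd40lg, Il2, Il4 and Ifng, all rose with DSS (median 1.46), although with the panel median as the reference only Ifng passed the test (median 0.15). With DPG 3 fell and Cd40lg rose (median -0.90, and 0.83 with the panel median as the reference). Of the 7 fibroblast genes 5 rose with DSS and 1 fell (median 0.20, but -1.12 with the panel median as the reference, -0.016 without Hsp90ab1 and -0.033 with raw Ct), and 6 were lower in DSS+DPG than in UN. Of the 4 epithelial genes 1 rose with DSS and 2 fell (median -0.36, but 0.12 with Gapdh alone and 0.049 with Itga3, Mif and Hsp90ab1). Itga3 is 1 of these 4 genes and also part of the last reference.

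The deposited average delta Ct implies a reference Ct of 23.84 in UN, 24.48 in DSS and 24.86 in DSS+DPG, where the 5 housekeeping genes gave 22.00, 22.23 and 23.44. Of 117569 sets of 1 to 3 of the measured genes, 1 came within 0.01 cycle in all groups, the geometric mean of Itga3, Mif and Hsp90ab1. Against the 5 housekeeping genes, it multiplies every fold of DSS over UN by 1.32 and every fold of DSS over DSS+DPG by 1.77. In the authors' deposited table the folds of DSS over DSS+DPG are 1.08 times those of the paper's table (median). The paper's folds are those that the deposited average delta Ct gives, so the factor of 1.08 is a difference within the deposited data. In the deposited table of folds 26 genes lie at least 3.5-fold up with DSS and 23 of them also at least 3.5-fold down with DPG. Cxcl11 (3.76-fold) and Il2 (4.07-fold) are among the 26, and the paper's table gives 2.84 and 2.9 for them. For these 2 genes alone the average Ct of the supplementary workbook differs from the deposited one, in UN (Cxcl11 33.22 against 33.63, Il2 36.44 against 36.93), and with the workbook's averages the deposited folds become 2.83 and 2.90.

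The deposited raw Ct and the raw Ct of the supplementary workbook, which holds replicates 1 and 2, differ in 15 of 576 wells. Of these 11, in 6 genes, differ by over 0.4 cycle. In DSS replicates 1 and 2 the deposited Ct is earlier by 1.5 cycles for Vtn, by 1 for Col3a1 and Fgf7 and by 0.5 for Fgf2, in DSS+DPG replicates 1 and 2 earlier by 1 for Hgf, and in UN replicate 1 later by 1 for Il6. The workbook's own average Ct equals the deposited one for all 6 genes. In DSS it is 27.38 for Vtn, 19.24 for Col3a1, 25.76 for Fgf7 and 27.58 for Fgf2. In DSS+DPG it is 28.76 for Hgf, and in UN 34.83 for Il6. For the first 5 of these it lies earlier than both of the workbook's raw Ct, so the averages go with the deposited raw Ct. The reason for the difference is not given in the sources used here.

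In 187 of 245 combinations of gene and group (76.3%) the Ct of replicate 3 lay strictly between those of the other 2 arrays, against 10.2% for replicate 1 and 7.8% for replicate 2. Arrays that can be exchanged for one another would give equal shares. After the median offset of each array was removed the shares were 66.9%, 13.5% and 10.2% for replicates 3, 1 and 2. No explanation was tested. The spread between arrays, on which every limma p-value here rests, includes these values.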
